# Targeting lysine demethylase 6B ameliorates ASXL1 truncation–mediated myeloid malignancies in preclinical models

**DOI:** 10.1172/JCI163964

**Published:** 2024-01-02

**Authors:** Guo Ge, Peng Zhang, Pinpin Sui, Shi Chen, Hui Yang, Ying Guo, Ivan P. Rubalcava, Asra Noor, Caroline R. Delma, Joel Agosto-Peña, Hui Geng, Edward A. Medina, Ying Liang, Stephen D. Nimer, Ruben Mesa, Omar Abdel-Wahab, Mingjiang Xu, Feng-Chun Yang

**Keywords:** Hematology, Hematopoietic stem cells, Leukemias, Mouse models

## Abstract

*ASXL1* mutation frequently occurs in all forms of myeloid malignancies and is associated with aggressive disease and poor prognosis. ASXL1 recruits Polycomb repressive complex 2 (PRC2) to specific gene loci to repress transcription through trimethylation of histone H3 on lysine 27 (H3K27me3). *ASXL1* alterations reduce H3K27me3 levels, which results in leukemogenic gene expression and the development of myeloid malignancies. Standard therapies for myeloid malignancies have limited efficacy when mutated *ASXL1* is present. We discovered upregulation of lysine demethylase 6B (KDM6B), a demethylase for H3K27me3, in *ASXL1-*mutant leukemic cells, which further reduces H3K27me3 levels and facilitates myeloid transformation. Here, we demonstrated that heterozygous deletion of *Kdm6b* restored H3K27me3 levels and normalized dysregulated gene expression in *Asxl1^Y588X^*Tg hematopoietic stem/progenitor cells (HSPCs). Furthermore, heterozygous deletion of *Kdm6b* decreased the HSPC pool, restored their self-renewal capacity, prevented biased myeloid differentiation, and abrogated progression to myeloid malignancies in *Asxl1^Y588X^*Tg mice. Importantly, administration of GSK-J4, a KDM6B inhibitor, not only restored H3K27me3 levels but also reduced the disease burden in NSG mice xenografted with human *ASXL1*-mutant leukemic cells in vivo. This preclinical finding provides compelling evidence that targeting KDM6B may be a therapeutic strategy for myeloid malignancies with *ASXL1* mutations.

## Abstract 2

Genetic deletion of Kdm6b or pharmacologic inhibition of KDM6B corrects abnormal hematopoietic stem/progenitor cell behavior and prevents Asxl1-driven myeloid malignancy in preclinical models.

## Introduction

Additional sex combs–like 1 (*ASXL1*) is one of the most frequently mutated genes across the spectrum of myeloid malignancies, including chronic myelomonocytic leukemia (1, 2), myelodysplastic syndrome (MDS) (3, 4), myeloproliferative neoplasms (MPNs) (5, 6), juvenile myelomonocytic leukemia (7, 8), and acute myeloid leukemia (AML) (9, 10). The majority of *ASXL1* alterations are nonsense or frameshift mutations, generating C-terminally truncated proteins (11, 12). Notably, *ASXL1* mutations are associated with aggressive disease and poor prognosis (2, 11). *ASXL1* mutations have also been implicated in clonal hematopoiesis of indeterminate potential (13–15), indicating that *ASXL1* is one of the early genetic events that occur during myeloid transformation. We and others have reported that *Asxl1* loss or transgenic expression of a truncated ASXL1 protein in mice (e.g., *Asxl1^Y588X^*Tg) impairs hematopoietic stem/progenitor cell (HSPC) function and leads to the development of diverse myeloid malignancies (16–21), demonstrating a crucial role of ASXL1 in normal hematopoiesis and its mutation in the pathogenesis of myeloid malignancies. Therapies targeting *ASXL1* mutation–mediated epigenetic alterations may improve the survival of patients with *ASXL1* mutation–associated myeloid malignancies.

ASXL1 regulates gene expression epigenetically by cooperating with other chromatin modifiers, such as Polycomb repressive complex 2 (PRC2) (22), BAP1 (23), and cohesin complex proteins (24). ASXL1 interacts directly with the core subunits of PRC2 (EZH2, SUZ12, and EED), and recruits the PRC2 complex proteins to specific gene loci to repress transcription through trimethylation of histone H3 on lysine 27 (H3K27me3) (22). Loss of *Asxl1* in hematopoietic cells leads to the dysregulated expression of genes critical for HSPC functions, which is correlated with the global reduction of H3K27me3 (16, 17, 25). Inoue and colleagues reported that stable expression of truncating ASXL1 mutants impairs PRC2 function and results in the global reduction of H3K27me3 (18). These studies highlight the significance of H3K27me3 regulation in normal hematopoiesis and *ASXL1* mutation–mediated myeloid transformation. However, the precise nature of the mutant *ASXL1*–induced epigenetic dysregulation that contributes to leukemogenesis remains unclear.

Lysine demethylase 6B (KDM6B, also known as JMJD3) is a Jumonji C domain–containing histone demethylase that specifically removes di- and trimethyl groups from H3K27 (H3K27me2/me3) (26, 27). KDM6B is involved in various biological processes, including inflammatory responses (28), development (29, 30), stress-induced senescence (31), and differentiation (32). Mallaney and colleagues demonstrated that *Kdm6b* is necessary for the self-renewal of hematopoietic stem cells (HSCs) in response to inflammatory and proliferative stress, and loss of *Kdm6b* leads to the depletion of phenotypic and functional HSCs in adult mice (33). However, multiple recent studies have shown an oncogenic effect of KDM6B overexpression in hematologic malignancies, including MDS (34), AML (35), multiple myeloma (36), and lymphoid malignancies (37–39). Thus, the balance of the KDM6B levels is important for normal hematopoiesis and tumor suppression.

Here, we show that KDM6B is markedly upregulated in *Asxl1^Y588X^*Tg HSPCs, while the protein levels of EZH2, SUZ12, EED, and KDM6A (UTX, H3K27me3 demethylase) remain unchanged. Heterozygous deletion of *Kdm6b* in *Asxl1^Y588X^*Tg mice restores the HSC pool, normalizes the biased myeloid differentiation, and prevents the development of ASXL1^aa1–587^-driven myeloid malignancies. Transcriptional analysis showed that heterozygous deletion of *Kdm6b* in *Asxl1^Y588X^*Tg normalizes the majority of upregulated genes critical for HSC function and leukemia development, correlating with restored H3K27me3 levels. Notably, the application of GSK-J4 inhibits the mutant ASXL1–mediated leukemic cell growth and prevents the development of mutant ASXL1–driven myeloid malignancies. This study provides solid preclinical evidence that KDM6B may serve as a therapeutic target for patients with *ASXL1* mutation–associated myeloid malignancies.

## Results

### KDM6B is upregulated in Asxl1-mutant cells.

Inoue et al. reported that truncating *ASXL1* mutation upregulated the expression of *Hoxa9* and microRNA-125a through decreased H3K27me3 (18). To assess whether the dysregulated genes in *Asxl1^Y588X^*Tg HSPCs are associated with H3K27me3, we revisited our RNA-Seq data (PRJNA388673) (19) and observed an upregulation of the PRC2 target genes in *Asxl1^Y588X^*Tg HSPCs by gene set enrichment analysis (GSEA) (Figure 1A and Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/JCI163964DS1), reinforcing the role of H3K27me3 in gene suppression in *Asxl1^Y588X^*Tg HSPCs. We then performed Western blot analysis to determine whether ASXL1 truncation affects the protein levels of PRC2 subunits, including EZH2, SUZ12, and EED, in *Asxl1^Y588X^*Tg bone marrow (BM) cells. The result showed that the levels of EZH2, SUZ12, and EED were comparable between *Asxl1^Y588X^*Tg and WT cells (Figure 1B). Since H3K27me3 levels are maintained by the balance between the activities of histone methyltransferases (EZH2) and demethylases (KDM6A and KDM6B) (40, 41), we next evaluated the protein levels of KDM6A and KDM6B. Notably, the level of KDM6B was dramatically increased in *Asxl1^Y588X^*Tg BM cells compared with WT controls, while the level of KDM6A was comparable between the 2 genotypes of cells (Figure 1C). Further analysis by Western blot confirmed a decreased level of global H3K27me3 in *Asxl1^Y588X^*Tg cells compared with WT controls (Figure 1D). These findings raise the possibility that increased KDM6B is a mediator of decreased H3K27me3 levels and dysregulated gene expression in *Asxl1^Y588X^*Tg HSPCs.

It has been shown that KDM6B is upregulated in MDS and AML (34, 35). By analyzing the Beat AML 2.0 database (42), we found a higher *KDM6B* expression in *ASXL1*-mutated AML patients compared with AML patients with WT *ASXL1* (Figure 1E). Interestingly, the higher level of *KDM6B* correlated with a shorter overall survival in AML patients with *ASXL1* truncation mutations (Supplemental Figure 1C). We next performed Western blots to assess the protein levels of KDM6B in two leukemia cell lines, Kasumi-1 and K562 cells with *ASXL1* truncating mutations as *ASXL1* G646WfsX12 and *ASXL1* Y591X, respectively. KDM6B was highly expressed in Kasumi-1 and K562 cells compared with BM CD34^+^ cells (Figure 1F). To gain insight into the impact of KDM6B overexpression in truncated ASXL1–associated leukemia development, we generated two KDM6B knockout clones in K562 cells using the CRISPR/Cas9 system. Depletion of *KDM6B* by sgKDM6B was confirmed by Western blot analysis (Figure 1G and Supplemental Figure 1D) and sequencing of the *KDM6B* locus in two K562 clones (Supplemental Figure 1E). KDM6A levels were not affected by sgKDM6B (Figure 1G). KDM6B depletion significantly decreased the proliferation of cells (Figure 1H) and increased the global level of H3K27me3 in K562 cells (Figure 1I and Supplemental Figure 1, F and G). Furthermore, a semisolid colony-forming unit cell (CFU-C) assay revealed that KDM6B depletion reduced the frequency of CFU-Cs (Figure 1J). These data indicate that KDM6B is overexpressed in leukemic cells with *ASXL1* mutation, and can be targeted to restore the levels of H3K27me3 and improve HSPC function.

### Heterozygous deletion of Kdm6b blocks the development of ASXL1^aa1–587^–mediated myeloid malignancies.

To evaluate whether deletion of KDM6B could mitigate the development of truncated ASXL1–driven myeloid malignancies, we crossed *Asxl1^Y588X^*Tg with *Mx1Cre^+^* *Kdm6b^fl/+^* mice (43) and generated *Asxl1^Y588X^*Tg *Mx1Cre^+^* *Kdm6b^fl/+^* mice (Supplemental Figure 2A). Deletion of *Kdm6b* (*Kdm6b^Δ/+^*) was induced by polyinosine-polycytidine (pI:pC) and confirmed by PCR, quantitative PCR (qPCR), and Western blot analyses (Supplemental Figure 2, A–D). The survival rate of *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* was significantly higher than that of *Asxl1^Y588X^*Tg mice (Figure 2A). Consistent with our previous work (19), necropsy of moribund or diseased *Asxl1^Y588X^*Tg mice demonstrated that *Asxl1^Y588X^* mice (19/19, 100%) developed myeloid malignancies after 10 months of age, including MPNs, MDS/MPNs, and myeloid leukemia (Supplemental Table 1). In contrast, only 2 of the *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice (2/14, 14.3%) developed MDS/MPNs, and the remaining *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice exhibited no detectable abnormalities in hematopoiesis (Supplemental Table 2).

Peripheral blood (PB) smears of *Asxl1^Y588X^*Tg mice showed neutrophilia (Figure 2B) with dysplasia present in nucleated red blood cells (e.g., irregular nuclear contours/blebbing and Howell-Jolly bodies) and neutrophils (e.g., abnormal segmentation) (Supplemental Figure 2E), while *Kdm6b^Δ/+^* and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* PB smears were morphologically unremarkable as compared with WT controls (Figure 2B). Examination of PB parameters revealed that *Asxl1^Y588X^*Tg mice had decreased red blood cell counts and lower hemoglobin levels compared with WT, while *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice had levels comparable to those of WT mice (Figure 2, C and D). The percentages of monocytes and neutrophils in *Asxl1^Y588X^*Tg mice were significantly higher than those in WT mice, while their percentages in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice were significantly lower than those in *Asxl1^Y588X^*Tg mice (Figure 2, E and F). In contrast, the percentage of lymphocytes in *Asxl1^Y588X^*Tg mice was significantly decreased compared with that in WT mice, whereas the percentage of lymphocytes in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice was comparable to that in WT mice (Supplemental Figure 2F). We did not observe a difference of overall number of white blood cells among the 4 genotypes of mice (Supplemental Figure 2G).

Despite the comparable body weights among the 4 groups of mice (Supplemental Figure 2H), *Asxl1^Y588X^*Tg mice exhibited splenomegaly (Figure 2, G and H), consistent with our previous report (19). Deletion of 1 allele of *Kdm6b* normalized spleen sizes and weights of *Asxl1^Y588X^*Tg mice to those of WT mice (Figure 2, G–I). Histologic analysis of H&E-stained BM, spleen, and liver sections revealed that, while *Asxl1^Y588X^*Tg mice demonstrated architectural disruption due to a pronounced myeloid cell infiltration, *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice displayed no obvious histologic abnormalities in these organs (Figure 2J and Supplemental Figure 2, I–K). Analysis of BM cytospin preparations revealed that, in contrast to the marked increase in blasts in *Asxl1^Y588X^*Tg BM, the number of blasts in the BM of *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice was comparable to that of WT mice (Figure 2K). Together, these data suggest that heterozygous deletion of *Kdm6b* in *Asxl1^Y588X^*Tg mice is sufficient to reverse the hematologic abnormalities due to ASXL1^aa1–587^ expression and prevent the progression of ASXL1^aa1–587^-mediated myeloid malignancies.

### Heterozygous deletion of Kdm6b restores ASXL1^aa1–587^–mediated HSC phenotypes and myeloid differentiation.

To determine whether heterozygous deletion of *Kdm6b* restores ASXL1^aa1–587^–mediated myeloid differentiation in vivo, we performed flow cytometric analysis on the PB of the 4 different genotypes of mice. Consistent with our previous findings, an increased proportion of myeloid cells (Gr1^+^Mac1^+^) was observed in the PB of *Asxl1^Y588X^*Tg mice compared with WT mice (Figure 3, A and B). In contrast, the frequency of the Gr1^+^Mac1^+^ myeloid population was significantly decreased in the PB of *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice compared with that in *Asxl1^Y588X^*Tg mice and indistinguishable from that in WT mice. The frequencies of B220^+^ cells and T cells in the PB were decreased in *Asxl1^Y588X^*Tg mice compared with WT mice, while their frequencies in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice were relatively higher compared with those in *Asxl1^Y588X^*Tg mice and nearly approached those of WT mice (Supplemental Figure 3, A and B).

To assess whether *Kdm6b* loss affects ASXL1^aa1–587^–mediated increase of the HSC pool in vivo, we analyzed subpopulations of HSPCs in the BM cells by flow cytometry. No significant differences in the BM cellularity were observed among the 4 genotypes of mice (Supplemental Figure 3C). Flow cytometric analysis revealed that the percentages of Lin^−^Sca1^+^cKit^+^ (LSK) cells, long-term HSCs (LT-HSCs; LSKCD34^–^CD135^–^), and short-term HSCs (ST-HSCs; LSKCD34^+^CD135^–^) in the BM of *Asxl1^Y588X^*Tg mice were significantly higher than those in WT mice, and loss of 1 allele of *Kdm6b* significantly reduced the percentages of those cell populations in *Asxl1^Y588X^*Tg mice (Figure 3, C–F, and Supplemental Figure 3D). However, we did not observe any increase of LSK cells in the BM cells from young *Asxl1^Y588X^*Tg mice (Supplemental Figure 3, E and F). The frequency of Lin^−^cKit^+^Sca1^−^ (LKS^−^) cells in the BM was comparable among the 4 genotypes (Supplemental Figure 3, E–G). To examine the effects of *Kdm6b* deletion on BM HSPC functions in *Asxl1^Y588X^*Tg mice, we next performed CFU-C and serial replating assays. While the frequency of CFU-Cs was significantly higher in the BM of *Asxl1^Y588X^*Tg mice compared with WT mice, deletion of 1 allele of *Kdm6b* in *Asxl1^Y588X^*Tg mice restored the CFU-C frequency in the BM to that of WT (Figure 3, G and H, and Supplemental Figure 3H). In contrast to the increased replating potential of *Asxl1^Y588X^*Tg BM cells, we detected significantly lower replating activity over 4 successive replating periods in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cell cultures (Figure 3I), suggesting that *Kdm6b* deletion decreased the self-renewal capacity of *Asxl1^Y588X^*Tg cells.

To examine the repopulating capacity of *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* BM cells in vivo, we performed competitive transplantation assays by injecting equal numbers of BM cells from BoyJ mice (CD45.1^+^) and WT, *Mx1Cre*^+^ *Kdm6b^fl/+^*, *Asxl1^Y588X^*Tg, or *Asxl1^Y588X^*Tg *Mx1Cre^+^* *Kdm6b^fl/+^* mice (CD45.2^+^) into lethally irradiated BoyJ recipient mice (CD45.1^+^) (Supplemental Figure 3I). *Kdm6b* deletion was induced by pI:pC injection upon confirmation of comparable engraftment rates of CD45.1^+^ versus CD45.2^+^ cells in the PB of the recipient mice. In agreement with our previous reports (19), we observed that the recipient mice with transplanted *Asxl1^Y588X^*Tg BM cells had a higher percentage of CD45.2^+^ cells in their PB than the recipients with transplanted WT cells (Figure 3J). In contrast, the recipients receiving *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* BM cells had significantly lower levels of CD45.2^+^ cell population compared with the mice with transplanted *Asxl1^Y588X^*Tg cells (Figure 3J and Supplemental Figure 3J). These results indicate that decreased expression of *Kdm6b* in *Asxl1^Y588X^*Tg cells rescues the ASXL1^aa1–587^-mediated abnormal HSPC phenotypes in vivo.

### Heterozygous deletion of Kdm6b decreases ASXL1^aa1–587^–mediated transcription activation in HSPCs.

To determine whether deletion of *Kdm6b* could rescue the abnormal molecular pathways caused by ASXL1^aa1–587^ expression in HSPCs, we examined the gene expression profiles of WT, *Kdm6b^Δ/+^*, *Asxl1^Y588X^*Tg, and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* Lin^–^cKit^+^ (LK) cells by RNA-Seq. 

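LK cells are bone marrow cells that lack the surface markers of mature blood lineages and carry the stem cell factor receptor cKit, a fraction that holds HSCs and the progenitors derived from them. One library was made from the LK cells of each of 12 mice at 12 months of age, 3 mice of each genotype. In mice carrying *Kdm6bΔ/+*, 1 allele of *Kdm6b* was removed by Cre recombinase from the *Mx1Cre* transgene, which is switched on by injection of pI:pC, a synthetic double-stranded RNA that induces interferon. The methods describe a KAPA stranded kit with removal of ribosomal RNA and a HiSeq sequencer, whereas the sample labels name an NEB Ultra RNA kit and a NextSeq sequencer. The authors trimmed the reads, aligned them to the mouse genome (mm10) with STAR, and counted them on each gene with HTSeq. The deposited values are these raw counts of 55291 genes, without normalization. The paper's text names neither the gene annotation nor whether the strand was used in counting, so reads on overlapping or antisense genes are uncertain. Between 16310456 and 19208274 reads per library were counted on genes in WT (median 16412318), between 14451522 and 17981795 in *Kdm6bΔ/+* (median 17170041), between 16738503 and 17471909 in *Asxl1 Y588X*Tg (median 17069253), and between 17080728 and 23482563 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* (median 17860581). These totals are reads counted on genes, whereas the depth that the paper's methods give is of aligned reads. The 10 most abundant genes took between 9.94% and 13.3% of the counts of a library.

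Of the 55291 genes, 22587 had no count in any library, and 15825 passed edgeR's filterByExpr and were tested; these held 99.9% of the counts. Counts were normalized for library size and composition by TMM. Each pair of genotypes was compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, fitted to the 6 libraries of the pair. Genes with an adjusted p-value under 0.05 and a fold change above 1.5 were called upregulated or downregulated. An exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1, so single genes were tested with the model fitted across all genes. *Kdm6b* lies on chromosome 11 of mm10 from 69398508 to 69413675 and overlaps the antisense gene *Kdm6bos*. Its normalized count was 2129 ± 252 (SD, n = 3 mice) in WT, 1500.3 ± 141 in *Kdm6bΔ/+*, 2255 ± 59.8 in *Asxl1 Y588X*Tg, and 1812 ± 141 in *Asxl1 Y588X*Tg *Kdm6bΔ/+*. The log2 fold change of *Kdm6b* was −0.51 (standard error 0.11, adjusted p = 0.279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in *Kdm6bΔ/+* against WT. It was −0.30 (standard error 0.07, adjusted p = 0.0717 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg. In both comparisons every library with the deletion lay below every library without it, but neither passed the threshold. In *Asxl1 Y588X*Tg against WT the log2 fold change of *Kdm6b* was 0.08 (standard error 0.09), within the spread between mice. Counts on the mouse *Asxl1* gene also differed by less than that spread between *Asxl1 Y588X*Tg and WT, with a log2 fold change of 0.10 (standard error 0.09). By the counts of *Xist* from the X chromosome and *Ddx3y* from the Y chromosome, Y-linked transcripts were present in 0 of the 3 WT libraries, 2 of the 3 *Kdm6bΔ/+* libraries, 1 of the 3 *Asxl1 Y588X*Tg libraries, and 3 of the 3 *Asxl1 Y588X*Tg *Kdm6bΔ/+* libraries. The paper's text does not give the sex of these mice, and a comparison of *Asxl1 Y588X*Tg *Kdm6bΔ/+* with WT is therefore also a comparison of libraries with and without Y-linked transcripts.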

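Between *Asxl1 Y588X*Tg and WT LK cells, 250 genes were upregulated and 5 were downregulated among the 15825 genes tested, and 1480 genes had an unadjusted p-value under 0.05. For each of the genes called, the 3 *Asxl1 Y588X*Tg libraries lay entirely above or entirely below the 3 WT libraries. Such a separation was seen in 15.7% of all genes tested, where chance gives 10%. The median log2 fold change of the upregulated genes was 2.01. All 3 WT libraries had 3 counts or fewer for 27 of them, and the fitted fold changes of these genes are uncertain. Setting them to lower bounds left the median at 2.01. Among upregulated genes with a mean normalized count of at least 100, *Col18a1* (chromosome 10, 77052178 to 77166548) rose most, from 29.9 ± 15.6 in WT to 346 ± 66.6 in *Asxl1 Y588X*Tg, a log2 fold change of 3.51 (standard error 0.36, adjusted p = 0.00294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trim47* rose from 53.4 ± 14.2 to 482 ± 92.8, a log2 fold change of 3.17 (standard error 0.23, adjusted p = 0.000857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Col18a1* overlaps *Slc19a1* and *Trim47* overlaps *Trim65*, so part of their counts is uncertain. The next largest log2 fold changes were 3.14 for *Col16a1*, 2.85 for *Podxl*, and 2.71 for *Ighg2b*, an immunoglobulin constant gene whose reads can also map to its close copies. Among the downregulated genes, *Thbs1* (chromosome 2, 118111876 to 118127133) fell from 2513 ± 484 in WT to 694 ± 99.0 in *Asxl1 Y588X*Tg, a log2 fold change of −1.86 (standard error 0.15, adjusted p = 0.00110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Thbs1* was also low in *Kdm6bΔ/+* cells (665 ± 254) and in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells (849 ± 386). The log2 fold change was −1.30 for *Gdf3* and −0.67 for *Chek2*, and each lost significance or its fold threshold in 4 of the 6 fits that left out 1 library. The remaining downregulated genes, *Rps4l* (−1.82) and *Gm38575* (−2.28), are named after their values were seen. *Rps4l* has close copies elsewhere in the genome, which makes its count uncertain.

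Among the alternatives, DESeq2 fitted to all 4 genotypes raised the count of upregulated genes the most, to 621, with 26 downregulated genes; without an expression filter there were 591 and 28. Fewer genes passed with 1 library fewer. The count of upregulated genes was 108 without *Asxl1 Y588X*Tg replicate 2, 113 without *Asxl1 Y588X*Tg replicate 1, 134 without WT replicate 3, and 158 without *Asxl1 Y588X*Tg replicate 3. The count of downregulated genes ranged from 2 without WT replicate 3 or *Asxl1 Y588X*Tg replicate 2 to 42 without WT replicate 2.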

Compared with WT cells, *Asxl1^Y588X^*Tg cells had an aberrant gene expression signature consisting of 502 upregulated and 20 downregulated genes (fold change > 1.5 and FDR < 0.05; Figure 4A and Supplemental Figure 4A). 

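*Meis1*, *Prdm16*, *Gata2*, and *Hoxb5* encode transcription factors of hematopoietic stem and progenitor cells. *Meis1* lies on chromosome 11 of mm10 from 18879817 to 19018985. Its normalized count was 439 ± 77.9 (SD, n = 3) in WT and 1049 ± 78.5 in *Asxl1 Y588X*Tg cells, a log2 fold change of 1.26 (standard error 0.13, adjusted p = 0.00266 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Prdm16* (chromosome 4, 154316125 to 154636873) rose from 85.1 ± 37.7 to 272 ± 43.3, a log2 fold change of 1.67 (standard error 0.32, adjusted p = 0.0367 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gata2* (chromosome 6, 88193891 to 88207032) rose from 954 ± 188 to 1583 ± 76.4, a log2 fold change of 0.73 (standard error 0.13, adjusted p = 0.0276 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hoxb5* (chromosome 11, 96303336 to 96306121) had 0, 1, and 3 raw counts in the WT libraries and 25, 29, and 27 in the *Asxl1 Y588X*Tg libraries. Set against the limit of 3 counts in WT, its normalized count was at least 8.96-fold higher in *Asxl1 Y588X*Tg (adjusted p = 0.0402 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The antisense gene *Hoxb5os* overlaps *Hoxb5*, and noncoding genes overlap *Meis1* and *Prdm16*, so counts there depend on how overlapping reads were assigned. For each of the 4 genes, all 3 *Asxl1 Y588X*Tg libraries lay above all 3 WT libraries. More HSCs among the LK cells could also raise these genes, and bulk RNA cannot tell this from higher expression per cell. Adjusted over the list alone, the p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 1.21e-05 for *Meis1* and 0.000560 for each of the other genes, which is not independent evidence because the study chose the genes on these libraries.

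The 4 genes differed in how well their calls held with 1 library left out, where the test also has less power. In the 6 fits that each left out 1 library, *Meis1* stayed past the threshold throughout, with log2 fold changes from 1.16 to 1.41. The adjusted p-value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment reached 0.05 or more in 5 of the 6 fits for *Prdm16*, up to 0.115 without WT replicate 1. It did so in 4 of the 6 for *Gata2*, up to 0.112 without *Asxl1 Y588X*Tg replicate 2, and in 5 of the 6 for *Hoxb5*, up to 0.162 without *Asxl1 Y588X*Tg replicate 2. For *Gata2*, the fit without WT replicate 2 gave a log2 fold change of 0.57, below the fold threshold. The direction was the same in all of these fits.

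**Figure D1:**
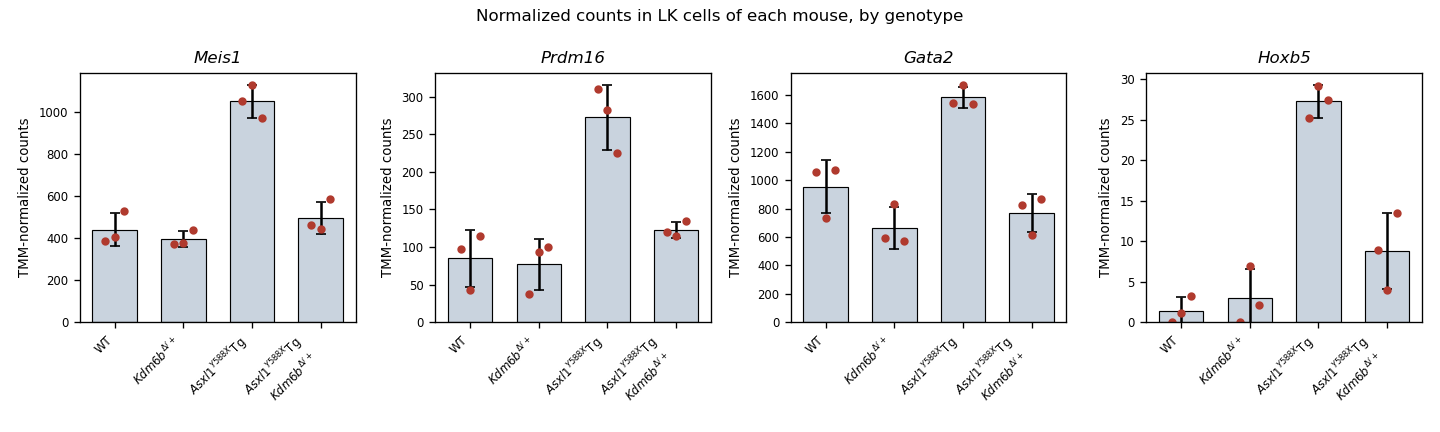
TMM-normalized counts of *Meis1*, *Prdm16*, *Gata2*, and *Hoxb5* by genotype. Bars give the mean of 3 mice, error bars the SD, and dots the single mice; all 3 *Asxl1 Y588X*Tg mice lie above all 3 WT mice in each panel.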

The functional enrichment analysis with 522 dysregulated genes in *Asxl1^Y588X^*Tg cells revealed that 109 genes were involved in HSC functions, leukemic stem cells (LSCs), and AML pathways, including *Meis1*, *Prdm16*, *Gata2*, and *Hoxb5*, which are known to be key for HSPC function and leukemogenesis (Supplemental Table 3). 

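Between *Asxl1 Y588X*Tg *Kdm6bΔ/+* and *Asxl1 Y588X*Tg cells, 252 genes were downregulated and 23 were upregulated, and 2444 genes had an unadjusted p-value under 0.05. The groups were fully separated for each of the genes called and for 21.2% of all genes tested, against 10% by chance. All 250 genes upregulated in *Asxl1 Y588X*Tg against WT had a lower fitted expression in *Asxl1 Y588X*Tg *Kdm6bΔ/+* than in *Asxl1 Y588X*Tg, with a median log2 fold change of −1.28. Both comparisons use the same *Asxl1 Y588X*Tg libraries, so a gene that is high there by chance rises in one and falls in the other. To measure this, *Asxl1 Y588X*Tg *Kdm6bΔ/+* libraries were simulated 10 times at the *Asxl1 Y588X*Tg means, without any restoration. In these, between 60.0% and 65.0% of the upregulated genes were lower in the simulated double-mutant libraries. Across all genes tested, the log2 fold changes of the 2 comparisons had a Pearson r of −0.59, while libraries simulated with no difference anywhere gave between −0.51 and −0.48, those without restoration between −0.27 and −0.23, and those with the double mutant at the WT means between −0.88 and −0.86. Genes are not independent replicates in this correlation.

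Among downregulated genes with a mean normalized count of at least 100, *Tmem215* (chromosome 4, 40472180 to 40477168) fell most, from 278 ± 35.2 in *Asxl1 Y588X*Tg to 36.5 ± 17.8 in *Asxl1 Y588X*Tg *Kdm6bΔ/+*, a log2 fold change of −2.93 (standard error 0.30, adjusted p = 0.00452 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count of *Tmem215* in WT cells was 49.2 ± 3.68. *Col18a1* followed with −2.39 (standard error 0.27) and *Trim47* with −1.98 (standard error 0.23), each with an adjusted p of 0.00874 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Col18a1* passed the threshold in all but the fit without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 2, and *Trim47* in all but the fit without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1. Among upregulated genes with such a mean count, the largest rises were 1.87 for *Igkv1-135*, an immunoglobulin segment with close copies, 1.27 for *Pttg1*, and 1.12 for *Nnt*. *Nnt* lost significance without *Asxl1 Y588X*Tg replicate 1, *Asxl1 Y588X*Tg replicate 3, or *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1, and it was also higher in *Kdm6bΔ/+* than in WT cells. Of the 5 genes downregulated in *Asxl1 Y588X*Tg against WT, 1 was upregulated in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg. This gene was *Gm38575*, with a log2 fold change of 1.81 (standard error 0.35, adjusted p = 0.0306 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

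The number of downregulated genes depended on which library was left out, though a fit with 1 library fewer also has less power. It was 49 without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1, 54 without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 2, 154 without *Asxl1 Y588X*Tg replicate 1, and 159 without *Asxl1 Y588X*Tg replicate 2. The number of upregulated genes was 7, 10, 56, and 34 in those fits. Without an expression filter, 667 genes were downregulated and 145 upregulated. A term for the libraries with Y-linked transcripts, added after the data were seen, gave 43 downregulated and 5 upregulated genes, against 150 and 12 without the term in the same fit of all 4 genotypes. With that term, the median log2 fold change of the 250 genes was −1.34 and all 250 were still lower in *Asxl1 Y588X*Tg *Kdm6bΔ/+* than in *Asxl1 Y588X*Tg.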

Notably, we observed a restoration of *ASXL1^aa1–587^–*associated dysregulated genes in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells (Figure 4A). 

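Of the 250 genes upregulated in *Asxl1 Y588X*Tg cells, 140 (56%) were downregulated in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg and are counted as restored. With *Asxl1 Y588X*Tg *Kdm6bΔ/+* libraries simulated at the *Asxl1 Y588X*Tg means, the count was 0 in all 10 draws. Against WT, 236 of the 250 genes were higher in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells, with a median log2 fold change of 0.68, or 0.63 with genes at or under 3 counts in WT set to their bounds. Of the 250 genes, 0 were upregulated in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT. At an unadjusted p-value under 0.05, 106 of them were higher in *Asxl1 Y588X*Tg *Kdm6bΔ/+* and 0 were lower. For the 140 restored genes, the median log2 fold change against WT was 0.58, and 49 of them were higher at an unadjusted p-value under 0.05. For comparison, *Asxl1 Y588X*Tg *Kdm6bΔ/+* libraries were simulated 10 times at the WT means. Between 72.3% and 78.5% of the simulated upregulated genes then counted as restored, and their median log2 fold change against WT was between 0.09 and 0.14. The simulated sets held more upregulated genes than the data, from 699 to 757, and the cause of this was not tested. The simulations took the observed means, chance differences included, as the true ones. The simulated share of restored genes therefore cannot be set against the 56% of the data. In *Kdm6bΔ/+* cells the 250 genes had a median log2 fold change of −0.01 against WT, and 122 of them were higher than in WT.

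The count of restored genes depended on which library was left out, though a fit with 1 library fewer also has less power. It was 33 (13.2%) without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1, 41 (16.4%) without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 2, 54 without *Asxl1 Y588X*Tg replicate 2, 57 without *Asxl1 Y588X*Tg replicate 1, and 87 without WT replicate 3. Leaving out *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 3 gave 145. With DESeq2 on the groups compared, 281 genes (60.0%) were restored, and with a term for Y-linked transcripts, chosen after the data were seen, 41 (12.5%), against 131 (30.5%) without the term in the same fit of all 4 genotypes.

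**Figure D2:**
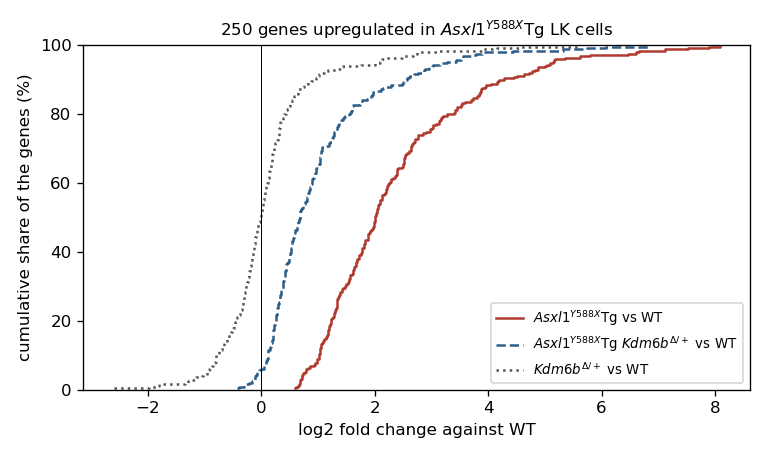
Cumulative share (%) of the 250 genes upregulated in *Asxl1 Y588X*Tg cells, by log2 fold change against WT. The solid line shows *Asxl1 Y588X*Tg, the dashed line *Asxl1 Y588X*Tg *Kdm6bΔ/+*, and the dotted line *Kdm6bΔ/+*; the medians are 2.01, 0.68, and −0.01.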

A substantial proportion of upregulated genes (295/502, 58.8%) in *Asxl1^Y588X^*Tg cells was restored in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells to WT cell level (Figure 4B), suggesting that KDM6B may function as a main downstream regulator of truncated ASXL1 in HSPCs. 

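The gene sets of the Molecular Signatures Database were not used here, and 3 lists fixed beforehand stand in for them. The HSC list holds 50 genes, all of them tested, of which 4 are genes that the paper names from these libraries. The LSC list holds 15 mouse counterparts of a human LSC expression score, of which 14 were tested. The PRC2 list holds 165 Hox genes and other developmental regulators known as PRC2 targets, of which 30 were expressed enough to be tested, including 3 of the genes that the paper names (*Meis1*, *Prdm16*, and *Hoxb5*). The HSC and PRC2 lists are therefore not fully independent of the paper's results. Each list was tested against all other genes with limma's camera at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over 6 list tests. In *Asxl1 Y588X*Tg against WT, the median log2 fold change of the HSC list was 1.33, with 48 of 50 genes higher (adjusted p = 2.15e-32, camera). Of the HSC list, 24 genes were upregulated when adjusted over all genes tested and 37 when adjusted over the list alone. More HSCs among the LK cells could also raise this list, since the paper reports higher percentages of HSCs in *Asxl1 Y588X*Tg bone marrow. The median of the LSC list was 0.27, with 9 of 14 genes higher (adjusted p = 0.00667, camera). Of these, 3 were upregulated over all genes tested and 4 adjusted over the list alone. The median of the PRC2 list was 0.88, or 0.85 with genes at the count limit set to their bounds, with 24 of 30 genes higher (adjusted p = 2.36e-08, camera). Of these, 4 were upregulated over all genes tested and 7 adjusted over the list alone. All 6 list tests, these and those of *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg, also passed with the rotation test fry. None passed when camera estimated the correlation from the libraries, the alternative that moved the list tests most, where the adjusted p-values ran from 0.0599 to 0.246. With only genes of a mean count of at least 50, the median of the PRC2 list in *Asxl1 Y588X*Tg against WT was 0.17. Leaving out 1 library changed 1 of the 3 calls in *Asxl1 Y588X*Tg against WT, that of the LSC list, which had an adjusted p of 0.0710 (camera) without WT replicate 2. The median of the LSC list fell to 0.10 without *Asxl1 Y588X*Tg replicate 1.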

GSEA showed that the upregulated genes in *Asxl1^Y588X^*Tg cells were enriched for HSCs, LSCs, and PRC2 targets (Figure 4, C and D, and Supplemental Figure 4B). In contrast, the transcriptional activity of those PRC2 target genes was repressed in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells (Figure 4, C and D, and Supplemental Figure 4B), whereas the mRNA levels of PRC2 subunits, including *Ezh1*, *Ezh2*, *Suz12*, and *Eed*, were comparable among the 4 genotypes of cells (Supplemental Figure 4C). Furthermore, HSC- and LSC-associated genes in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* HSPCs were also restored to WT levels (Figure 4, C and D). qPCR confirmed the changes in selected genes *Gata2* and *Meis1*, which are associated with HSPC functions and myeloid differentiation (Figure 4E and Supplemental Figure 4D). However, we did not observe these changes in young mice (Supplemental Figure 4, E and F).

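In *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg cells, the median log2 fold change of the PRC2 list was −0.64, with 22 of 30 genes lower (adjusted p = 3.13e-05, limma's camera over 6 list tests). Of the 30 genes, 5 were downregulated when adjusted over all genes tested, and 8 were downregulated and 1 upregulated when adjusted over the list alone. The median was −0.82 without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1 and −0.49 without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 2, the extremes over the 6 fits that left out 1 library. With only genes of a mean count of at least 50 it was −0.27 (adjusted p = 0.0369, camera). *Ezh1* (chromosome 11, 101191115 to 101226463) had normalized counts of 549 ± 81.9 (SD, n = 3) in WT, 523 ± 42.5 in *Kdm6bΔ/+*, 644 ± 49.5 in *Asxl1 Y588X*Tg, and 586 ± 12.5 in *Asxl1 Y588X*Tg *Kdm6bΔ/+*. *Ezh2* (chromosome 6, 47530139 to 47595341) had 2996 ± 226, 2989 ± 12.9, 2643 ± 106, and 2803 ± 144 in the same order. *Suz12* (chromosome 11, 79993106 to 80034123) had 4240.2 ± 135, 4431 ± 379, 4066 ± 329, and 4281 ± 412. *Eed* (chromosome 7, 89954654 to 89980983) had 1092 ± 72.7, 1026 ± 90.9, 977 ± 21.1, and 939 ± 70.1. The largest absolute log2 fold change among the 4 subunits in the 4 pairwise comparisons was 0.23 (standard error 0.13), for *Ezh1* in *Asxl1 Y588X*Tg against WT. The smallest adjusted p-value was 0.520 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, for *Ezh2* in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg. Across the 12 fits that left out 1 library, the largest absolute log2 fold change was between 0.11 and 0.35, and the smallest adjusted p-value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.207. In data simulated from these libraries, the same test called 33.3% of the genes changed by 1.5-fold and 84.8% of those changed by 2-fold. The changed genes had a mean normalized count of at least 100. A call needs a fitted fold above 1.5, so many genes changed by 1.5-fold would be missed at any number of mice. Changes smaller than these could escape a call with 3 mice per group.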

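The HSC list had a median log2 fold change of −1.08 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg cells, with 49 of 50 genes lower (adjusted p = 2.24e-27, limma's camera over 6 list tests). Of these, 18 were downregulated over all genes tested and 36 adjusted over the list alone. Fewer HSCs among the LK cells could also lower this list, since the paper reports lower percentages of HSCs in bone marrow after the deletion. The median of the LSC list was −0.22, with 10 of 14 genes lower (adjusted p = 0.0148, camera), and 1 gene was downregulated over all genes tested and 3 adjusted over the list alone. The call of the LSC list was lost without *Asxl1 Y588X*Tg replicate 1, where the median was −0.13 (adjusted p = 0.0584, camera), and without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 2 (adjusted p = 0.0514, camera). The lists were also compared between *Asxl1 Y588X*Tg *Kdm6bΔ/+* and WT, a test chosen after the data were seen. The HSC list stood above WT, with a median log2 fold change of 0.40 and 38 of 50 genes higher (adjusted p = 0.000156, camera). With fry the adjusted p was 0.301, so that difference depends on the test. It was 0.24 without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 3. The median of the LSC list was 0.13 in the same comparison (adjusted p = 0.396, camera) and 0.06 without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 3. The normalized count of *Meis1* in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells was 495 ± 77.2 (SD, n = 3), a log2 fold change of −1.07 against *Asxl1 Y588X*Tg (standard error 0.11, adjusted p = 0.00265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against WT it was 0.19 (standard error 0.16, adjusted p = 0.853 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The normalized count of *Gata2* was 770 ± 135 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells, a log2 fold change of −1.02 against *Asxl1 Y588X*Tg (standard error 0.12, adjusted p = 0.00686 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against WT it was −0.30 (standard error 0.17, adjusted p = 0.795 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1, the adjusted p of *Gata2* against *Asxl1 Y588X*Tg was 0.0573 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Gata2* was also lower in *Kdm6bΔ/+* (665 ± 146) than in WT, with a log2 fold change of −0.52 (standard error 0.18) that did not pass the threshold. The qPCR measurements were not analysed here. From the genes that rise in *Asxl1 Y588X*Tg cells and fall when 1 allele of *Kdm6b* is deleted, the paper proposes that KDM6B may function as a main downstream regulator of truncated ASXL1 in HSPCs.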

### Genetic reduction of Kdm6b in Asxl1^Y588X^Tg mice normalizes the levels of dysregulated genes by restoring H3K27me3 levels.

KDM6B is an H3K27-specific demethylase that catalyzes the transition of H3K27me3 and H3K27me2 to H3K27me1 on bulk histone substrates, with H3K27me3 being a preferred substrate (27). To determine whether *Kdm6b* loss in *Asxl1^Y588X^*Tg cells affects the global levels of H3K27me3, we performed Western blot analyses using BM cells of the 4 different genotypes of mice. Compared with *Asxl1^Y588X^*Tg cells, which showed a much lower level of H3K27me3, the H3K27me3 level in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* BM cells was restored to that of WT cells (Figure 5A and Supplemental Figure 5A). To evaluate whether the dysregulated gene expression was associated with the changes of H3K27me3 occupancies in HSPCs, we performed H3K27me3 ChIP assays followed by sequencing using LK cells from WT, *Asxl1^Y588X^*Tg, *Kdm6b^Δ/+^*, and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice. A substantial reduction in genome-wide H3K27me3 occupancy was observed in *Asxl1^Y588X^*Tg cells compared with WT controls (*P* < 1.4 × 10^−38^, unpaired *t* test; Figure 5B and Supplemental Figure 5B). While the H3K27me3 levels were slightly increased in *Kdm6b^Δ/+^* cells, heterozygous deletion of *Kdm6b* restored the reduced levels of H3K27me3 in *Asxl1^Y588X^*Tg cells to the same levels as those of WT (Figure 5, B and C, and Supplemental Figure 5B). Specifically, H3K27me3 levels of 2,072 (71.6%) genes that were decreased in *Asxl1^Y588X^*Tg cells compared with WT cells were restored in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells to WT levels (Figure 5D). Additionally, the changes in H3K27me3 peaks between *Asxl1^Y588X^*Tg and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* were mainly located at the promoter regions (Supplemental Figure 5, C and D), suggesting a responsible role of *Kdm6b* loss–mediated H3K27me3 restoration for the normalization of gene expression in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* HSPCs.

To determine the impact of decreased H3K27me3 levels on gene expression in *Asxl1^Y588X^*Tg LK cells, we integrated the RNA-Seq and ChIP-Seq data sets. While 240 (47.8%) upregulated genes were associated with reduced H3K27me3 peaks in *Asxl1^Y588X^*Tg mice (Supplemental Figure 5E), 245 (58.9%) of the downregulated genes in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells were overlapped with the increased H3K27me3 peaks compared with *Asxl1^Y588X^*Tg cells (Supplemental Figure 5F). We further determined whether the overlapped dysregulated genes were associated with the changes of H3K27me3 levels and found that 126 (42.7%) dysregulated genes were associated with H3K27me3 changes in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells (Figure 5E). Gene Ontology analyses revealed that these overlapped dysregulated genes in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells were enriched in hematopoiesis, stem cell function, and myeloid differentiation (Figure 5F). We also examined the occupancies of H3K27me3 on genes associated with HSC function and myeloid differentiation, including *Gata2* and *Meis1*. The gene changes in *Asxl1^Y588X^*Tg and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells were correlated with the changes of H3K27me3 (Figure 5G and Supplemental Figure 5G). ChIP-qPCR further confirmed the changes in H3K27me3 at the promoters of *Gata2* and *Meis1* genes (Figure 5H). These data suggest that the key upregulated genes are directly related to the levels of H3K27me3 in *Asxl1^Y588X^*Tg HSPCs, and that genetic reduction of *Kdm6b* restored H3K27me3 levels and correlatively normalized the expression of genes critical for HSC function and myeloid differentiation. Together, these results suggest that the antileukemia effect of genetic reduction of *Kdm6b* in *Asxl1^Y588X^*Tg mice is due to the restoration of H3K27me3 and corresponding leukemogenic gene suppression.

### Pharmacologic KDM6B inhibition blocks the growth of ASXL1-mutated leukemia cells.

GSK-J4 is an H3K27me3 demethylase inhibitor that influences gene transcription by increasing the levels of H3K27me3 at gene promoter regions (44). We examined H3K27me3 levels in WT and *Asxl1^Y588X^*Tg BM cells treated with GSK-J4. As expected, GSK-J4 restored H3K27me3 levels in *Asxl1^Y588X^*Tg BM cells (Figure 6A and Supplemental Figure 6A). To assess the effect of GSK-J4 on *Asxl1^Y588X^*Tg HSPC functions in vitro, we conducted semisolid methylcellulose culture to determine the frequency of CFU-Cs in the BM of these mice. GSK-J4 preferentially inhibited CFU-C formation from *Asxl1^Y588X^*Tg BM cells compared with WT cells (Figure 6, B and C). In addition, GSK-J4 decreased the mRNA levels of *Gata2* and *Meis1* in *Asxl1^Y588X^*Tg cells (Supplemental Figure 6B).

To determine the therapeutic effects of GSK-J4 on the hematopoietic phenotypes of *Asxl1^Y588X^*Tg mice in vivo, we performed tumor transfer assays by injecting *Asxl1^Y588X^*Tg leukemic cells into WT recipients, and 2 weeks after the transplantation, the recipients were treated with GSK-J4 or vehicle control for 5 weeks (Supplemental Figure 6C). PB bleeding and subsequent flow cytometric analysis revealed a significant inhibition of leukemic cell engraftment in GSK-J4–treated mice (Figure 6, D and E, and Supplemental Figure 6D). Further histologic analysis of the BM cell cytospin preparations of these recipient mice demonstrated a reduction in blasts in the GSK-J4–treated recipients reconstituted with *Asxl1^Y588X^*Tg leukemic cells compared with vehicle control recipient mice (Supplemental Figure 6E).

To validate our findings in mice, we applied GSK-J4 to the culture of K562 cells, a human leukemic cell line with high KDM6B level, and assessed its impact on cell proliferation. GSK-J4 dramatically inhibited the growth of K562 cells in liquid cultures in a time-dependent manner (Supplemental Figure 7A). We also examined the impact of GSK-J4 on the cell growth of several other leukemia cell lines with lower expression of KDM6B, including OCI-AML3, THP-1, and MOLM-13 cells (Figure 7A). Treatment of KDM6B-high leukemic cells with GSK-J4 dramatically reduced the cell viability in a dose-dependent manner, whereas minimal effect was seen in KDM6B-low leukemic cells. The IC_50_ values of GSK-J4 in KDM6B-high leukemic cells were lower than those in KDM6B-low cells (Figure 7B and Supplemental Figure 7B). Interestingly, all the cell lines harboring *ASXL1* truncating mutations were sensitive to GSK-J4 treatment, including K562 (Y591X), Kasumi-1 (G646WfsX12), and OCI-AML5 (Y591X) cells. In line with these results, GSK-J4 treatment increased H3K27me3 levels in OCI-AML5 cells, leading to decreased expression of *GATA2* and *MEIS1* (Figure 7, C–E). In contrast, GSK-J4 had only minimal effects on the levels of H3K27me3, *GATA2*, and *MEIS1* in THP-1 cells (Supplemental Figure 7, C–E). In addition, the presence of GSK-J4 markedly decreased the frequencies of CFU-Cs derived from K562, Kasumi-1, and OCI-AML5 cells compared with vehicle control, but did not impact on the CFU-Cs of THP-1 cells (Supplemental Figure 7, F and G). Importantly, the addition of GSK-J4 significantly inhibited colony formation from primary cells of myeloid malignancy patients with *ASXL1* mutations (Figure 7F and Supplemental Figure 7H), whereas a minimal effect of GSK-J4 was observed in the primary cells of a myeloid malignancy patient without *ASXL1* mutation (Supplemental Figure 7I). Moreover, GSK-J4 robustly increased the levels of H3K27me3 in primary patient cells with *ASXL1* mutations (Figure 7G and Supplemental Figure 7, J and K).

We further created a leukemic xenograft mouse model by transplanting K562 cells into sublethally irradiated NSG mice (45) and assessed the effects of GSK-J4 on disease burden (Supplemental Figure 7L). GSK-J4 significantly extended the survival of NSG mice xenografted with K562 cells compared with vehicle control (Figure 7H). Morphologic analysis of BM cytospins and histologic analysis of the femur and liver demonstrated a decreased leukemia burden in the femur and liver of GSK-J4–treated mice compared with the vehicle controls (Figure 7I and Supplemental Figure 7M). In addition, we found that GSK-J4 treatment led to significantly prolonged survival and reduced leukemia burden in mice xenografted with AML patient-derived xenograft (PDX) #1 cells (*ASXL1* G646WfsX12) without reducing body weight (Figure 7J and Supplemental Figure 7, N–Q). In contrast, GSK-J4 treatment did not improve survival nor reduce disease burden in NSG mice xenografted with THP-1 or AML PDX #2 (*ASXL1*-WT) cells (Supplemental Figure 7, R–T). These findings indicate that the overexpression of KDM6B associated with *ASXL1* mutation in human leukemia cells renders them highly vulnerable to targeted inhibition of KDM6B, and provide solid preclinical evidence for the potential of pharmacologic inhibition of KDM6B for the treatment of *ASXL1* mutation–associated myeloid malignancies.

Finally, since *GATA2* and *MEIS1* have been shown to be important for HSPC function and leukemia transformation (46, 47), and their expression is upregulated in *Asxl1^Y588X^*Tg cells (Figure 4E) and can be downregulated with KDM6B inhibition, we performed shRNA knockdown of *GATA2* and *MEIS1* in K562 and Kasumi-1 cells and examined the CFU-C frequency to establish their roles in *ASXL1* mutation–mediated leukemia transformation. Knockdown of *GATA2* or *MEIS1* with 2 different shRNAs resulted in a significant reduction in the frequency of CFU-Cs in K562 cells as well as Kasumi-1 cells compared with cells transduced with a control shRNA (Supplemental Figure 7, U–X). These results indicate that GATA2 and MEIS1 are crucial downstream factors of leukemogenicity associated with *ASXL1* truncating mutation that can be targeted either directly or indirectly via KDM6B inhibition to improve HSPC function and prevent leukemia transformation.

## Discussion

Herein we employed genetic and pharmacologic approaches to evaluate the therapeutic potential of targeting KDM6B in *ASXL1* mutation–associated myeloid malignancies. We have demonstrated that *Kdm6b* genetic deletion or pharmacologic inhibition of KDM6B corrects the abnormal HSPC behavior and prevents myeloid malignancy development caused by *ASXL1^Y591X^* (*Asxl1^Y588X^* in mice) mutation.

ASXL1 loss or mutation impairs the recruitment of PRC2 complex proteins to chromatin, reducing H3K27me3 deposition, and leading to associated leukemogenic gene dysregulation and the development of myeloid malignancies (16–18, 22, 48). The appropriate levels of H3K27me3 are tightly maintained by the histone methyltransferase EZH2, a component of the PRC2 complex, and the demethylases KDM6A and KDM6B. Currently, to our knowledge, there are limited strategies for targeting PRC2 proteins to modulate the deposition of H3K27me3 at target loci in the context of *ASXL1* alterations, given the critical importance of ASXL1 for the recruitment of PRC2 complex to chromatin. Therefore, manipulation of KDM6B becomes the only viable strategy for increasing the levels of H3K27 methylation in *ASXL1*-mutant cells. *Kdm6b* loss in mice has been shown to impair HSC self-renewal and enhance HSC differentiation (33), and *Kdm6a*-deficient mice have been shown to exhibit abnormal differentiation with myeloid skewing, impaired hematopoietic reconstituting ability, and increased susceptibility to leukemia (49). On the other hand, overexpression of KDM6B in the murine hematopoietic compartment also leads to impairment of BM HSPCs and ineffective hematopoiesis (50). These studies underscore the importance of maintaining KDM6B levels for normal HSC function and hematopoiesis. We found that the expression of KDM6B is increased in *Asxl1^Y588X^*Tg cells compared with WT controls, while KDM6A levels between the two are similar. Importantly, inhibition of KDM6B restored H3K27me3 levels in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* BM cells, prompting us to initiate preclinical studies to determine whether targeting KDM6B could potentially benefit patients with *ASXL1* mutation–associated myeloid malignancies. We showed that loss of KDM6B decreased the self-renewal capacity of *Asxl1^Y588X^*Tg HSCs and K562 leukemic cells, which was accompanied by the restoration of global H3K27me3 levels. The data we have presented herein demonstrate that heterozygous deletion of *Kdm6b* blocks the development of *ASXL1* mutation–mediated myeloid malignancies, and that the KDM6B inhibitor GSK-J4 likewise attenuates *ASXL1*-mutated leukemic cell growth and tumor burden in preclinical mouse models. Future studies that aim to decipher the mechanism by which *ASXL1* mutation leads to the dysregulation of KDM6B levels in leukemic cells may reveal additional strategies for restoring H3K27me3 levels.

The repressive histone mark H3K27me3 is highly correlated with silent loci and is important for regulating developmental and oncogenic genes (51). Consistently, our RNA-Seq and ChIP-Seq analyses showed that almost half (47.8%) of upregulated genes in *Asxl1^Y588X^*Tg HSPCs were correlated with reduced H3K27me3 occupancy. Notably, genetic reduction of *Kdm6b* in *Asxl1^Y588X^*Tg HSPCs normalized a substantial proportion (58.9%) of upregulated genes by restoring H3K27me3 levels. *Gata2* and *Meis1*, genes that are crucial for HSPC function and myeloid differentiation, were upregulated in *Asxl1^Y588X^*Tg HSPCs, and downregulated with genetic reduction of *Kdm6b* and inhibition of KDM6B with GSK-J4. ChIP-qPCR confirmed the increased H3K27me3 occupancy at the promoter regions of *Gata2* and *Meis1*, suggesting a tight correlation between H3K27me3 and gene expression in *Asxl1^Y588X^*Tg HSPCs. Moreover, *GATA2* and *MEIS1* knockdown in the leukemic cell lines K562 and Kasumi-1 reduced the frequency of CFU-Cs, verifying that *GATA2* and *MEIS1* could be potential therapeutic targets for *ASXL1* mutation–associated myeloid malignancies.

GSK-J4 has been suggested as a potential clinical agent for hematologic malignancies (35, 38). While GSK-J4 was originally described as a specific inhibitor for KDM6A and KDM6B, further studies found that GSK-J4 has broad activities in inhibiting Jumonji C domain–containing lysine demethylases with differential preference (52). Thus, the development and preclinical testing of KDM6B inhibitors with greater specificity are warranted. Furthermore, since BET bromodomain inhibitors have also been shown to reduce the frequency of CFU-Cs in *Asxl1^Y588X^*Tg BM cells (19), the combinatory effect of KDM6B inhibitor with other targeted therapeutics (e.g., BET inhibitor) could potentially deepen treatment responses and further improve the survival of patients with *ASXL1*-mutated myeloid malignancies.

In summary, our data indicate that genetic reduction of *Kdm6b* alleviates the hematopoietic phenotypes and normalizes H3K27me3 levels in *Asxl1^Y588X^*Tg mice. Our findings further support the notion that insufficient H3K27 methylation due to truncating *Asxl1* mutation plays a central role in the initiation and progression of myeloid malignancies. Additionally, we have demonstrated that pharmacologic inhibition of KDM6B in *Asxl1*-mutant HSPCs restores H3K27me3 level, normalizes leukemogenic gene expression and HSPC function, and reduces the tumor burden in mouse models of *ASXL1* mutation–mediated leukemia. Importantly, our study provides scientific evidence for the therapeutic potential of targeting KDM6B in treating *ASXL1* mutation–associated myeloid malignancies.

## Methods

### Mouse models.

The generation of *Asxl1^Y588X^*Tg and *Kdm6b^fl/fl^* mice has been previously described (19, 43). *Mx1Cre* transgenic, BoyJ (CD45.1^+^), and NSG mice were purchased from The Jackson Laboratory. *Mx1Cre*-induced gene deletion was done by intraperitoneal injection of pI:pC (10 mg/kg; InvivoGen) 3 times every other day. The genotyping PCR primers are listed in Supplemental Table 4.

### Cell culture.

The human leukemia cell lines were obtained from the American Type Culture Collection or the Leibniz Institute DSMZ (Braunschweig, Germany). Human BM CD34^+^ cells were purchased from Lonza. K562, THP-1, and MOLM-13 cells were cultured in RPMI 1640 medium with 10% FBS and 1% penicillin-streptomycin. Kasumi-1 cells were cultured in RPMI 1640 medium with 20% FBS and 1% penicillin-streptomycin. OCI-AML5 and OCI-AML3 cells were cultured in α-MEM with 20% FBS and 1% penicillin-streptomycin. OCI-AML5 cultures were also supplemented with 10 ng/mL of human GM-CSF.

### Primary patient cells.

Deidentified human specimens were used, and cytogenetic information of myeloid malignancy patient cells is available in Supplemental Table 5. Mononuclear cells were isolated by Histopaque-1077 (MilliporeSigma) density centrifugation and cultured in RPMI 1640 medium supplemented with 10% FBS; 1% penicillin-streptomycin; human stem cell factor (hSCF; 100 ng/mL), thrombopoietin (hTPO; 100 ng/mL), interleukin-3 (hIL-3; 100 ng/mL), interleukin-6 (hIL-6; 100 ng/mL), and Fms-like tyrosine kinase 3 ligand (hFlt-3L; 100 ng/mL); and 0.75 μM StemRegenin 1.

### Plasmid constructs and transfection/nucleofection.

The all-in-one expression vector LentiCRISPRv2GFP, which contains Cas9 and human *KDM6B* sgRNA, was purchased from Synbio Technologies. The empty vector without sgRNA (Cas9 only) was used as control. CRISPR sgRNA sequence used was AACGGAACTATGGAGCCAAG. The shRNA expression vectors were purchased from VectorBuilder. shRNA sequences used were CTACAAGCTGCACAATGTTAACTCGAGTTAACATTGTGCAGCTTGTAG (shGATA2 #1); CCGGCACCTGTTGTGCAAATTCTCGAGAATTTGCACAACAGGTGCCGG (shGATA2 #2); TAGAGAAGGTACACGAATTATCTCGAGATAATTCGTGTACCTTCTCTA (shMEIS1 #1); and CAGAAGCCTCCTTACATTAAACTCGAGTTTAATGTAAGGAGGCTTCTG (shMEIS1 #2).

Nucleofection of K562 cells was performed according to the manufacturer’s instructions (SF Cell Line 4D-Nucleofector X Kit L, Lonza). Briefly, 1 × 10^6^ K562 cells were resuspended in 100 μL SF 4D-Nucleofector X solution. Cells were mixed with CRISPR vector and then transferred to nucleocuvette. Cells were electroporated with program FF-120 using a 4D nucleofector (4D-Nucleofector X Unit, Lonza). After nucleofection, prewarmed medium was used to transfer transfected cells in 12-well plates. Forty-eight hours after nucleofection, GFP^+^ cells were sorted into 96-well plates at 1 cell per well. Single-cell clones were verified by Western blot analysis, PCR, and Sanger sequencing.

293TN cells (System Biosciences) were cultured in DMEM supplemented with 10% FBS and transfected with different shRNA expression vectors using Lipofectamine 3000 (Thermo Fisher Scientific). The viral supernatant was harvested 48 hours after transfection. K562 and Kasumi-1 cells were transduced with the packaged viruses, and the positive cells were then sorted for further experiments using a BD FACSAria machine.

### Phenotypic analyses of mice.

The analyses were performed when *Asxl1^Y588X^*Tg or *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice became moribund (12–26 months; Supplemental Tables 1 and 2), and age-matched mice of the other genotypes were used as controls. PB was collected by tail vein bleeding and subjected to an automated blood count (Element HT5, Heska). For morphologic and lineage differential analysis, PB smears were subjected to May-Grünwald-Giemsa staining. Morphologic analyses of BM cells were performed on cytospins followed by May-Grünwald-Giemsa staining. For histopathologic analyses, femurs were fixed for more than 24 hours in 10% neutral-buffered formalin at room temperature and demineralized in 10% EDTA for 1–2 weeks. The specimens and other soft tissues (spleen and liver) were dehydrated using ethanol and cleared in xylenes. The specimens were then embedded in melted paraffin and allowed to harden. Thin sections (4–5 μm) were cut and floated onto microscope slides. For routine assessment, slides were stained with H&E. For myeloperoxidase staining, the tissue was rehydrated followed by heat-induced epitope retrieval, peroxidase, and serum blocking. Samples were then incubated with myeloperoxidase antibody (R&D Systems) overnight at 4°C followed by staining with the biotinylated second antibody. The slides were visualized under a Keyence BZ-X810 microscope.

### Flow cytometry, cell sorting, and colony assays.

Total white blood cells were obtained after lysis of PB with red cell lysis buffer. Single-cell suspensions from PB and BM were stained with panels of fluorochrome-conjugated antibodies (Supplemental Table 6). Flow cytometric analysis of HSPCs was performed as previously described (53). The analyses were performed using a BD FACS Celesta flow cytometer (BD Biosciences). All data were analyzed by FlowJo 10 software (Tree Star). For Lin^–^cKit^+^ (LK) cell selection, magnetic-activated cell sorting was applied. BM cells were first isolated using the Direct Lineage Cell Depletion kit (Miltenyi Biotec), and then the lineage-negative cells were sorted with cKit (CD117) MicroBeads (Miltenyi Biotec). The purity of selected cells was routinely over 95%. For CFU assays, BM cells were plated in triplicate in methylcellulose medium (Methocult M3134, STEMCELL Technologies) supplemented with 100 ng/mL mouse SCF (mSCF), 10 ng/mL mouse IL-3 (mIL-3), 50 ng/mL mouse TPO (mTPO), 10 ng/mL mouse GM-CSF (mGM-CSF), 4 U/mL human erythropoietin (hEPO), and 50 ng/mL hIL-6. The number of colonies was counted 7 days after seeding. For human cell lines, K562 or Kasumi-1 cells were plated in methylcellulose medium, and the number of colonies was counted 7 days (K562) or 14 days (Kasumi-1) after seeding.

### Transplantation assay.

Competitive repopulation assay was performed by transplantation of a mixture of 1 × 10^6^ four-week-old BoyJ (CD45.1^+^) BM competitor cells and 1 × 10^6^ four-week-old *Mx1Cre^+^* (WT), *Asxl1^Y588X^*Tg, *Mx1Cre^+^* *Kdm6b^fl/+^*, or *Asxl1^Y588X^*Tg *Mx1Cre^+^* *Kdm6b^fl/+^* (CD45.2^+^) BM cells into lethally irradiated (800 cGy) 6- to 8-week-old female BoyJ recipients (CD45.1^+^) by tail vein injection. One month after the transplantation, pI:pC (10 mg/kg) was injected in the recipient mice to induce *Kdm6b* deletion. Flow cytometric analyses were performed to monitor the chimerism by examining the percentages of CD45.1^+^ and CD45.2^+^ cells over a 28-week period after pI:pC injection.

### GSK-J4 in vitro treatment.

BM cells from WT and *Asxl1^Y588X^*Tg mice were plated in methylcellulose medium supplemented with mSCF, mIL-3, mTPO, mGM-CSF, hEPO, and hIL-6 in the presence of either DMSO (vehicle) or various concentrations of GSK-J4 (2.5, 5, 7.5, and 10 μM; Selleck Chemicals). For human leukemia cell lines, 2,000 cells were plated in methylcellulose medium with the addition of 5 μM GSK-J4 or vehicle control. All colonies were scored after 7 days of culture. For CFU assays using human primary cells, the mononuclear cells isolated from PB or BM were seeded into methylcellulose medium supplemented with 100 ng/mL of hSCF, hTPO, hIL-3, hIL-6, hFlt-3L, and 0.75 μM StemRegenin 1 in the presence of 5 μM GSK-J4. The colonies were counted after 14 days of culture at 37°C in a 5% CO_2_ incubator. For cell viability assays, human leukemia cells were plated on 96-well assay plates and treated with GSK-J4 (1, 2, 5, and 10 μM) or vehicle control for 48 and 72 hours, respectively. Cell viability was assessed using CellTiter-Glo 2.0 (Promega) based on the protocol provided by the manufacturer.

### In vivo treatment studies.

2 × 10^6^ spleen cells from *Asxl1^Y588X^*Tg leukemic mice were transplanted into sublethally irradiated (600 cGy) 8-week-old female BoyJ recipient mice (CD45.1^+^). Two weeks after the transplantation, the mice were randomized into 2 groups that received either vehicle or 50 mg/kg GSK-J4 treatment by intraperitoneal injection. The recipient mice were analyzed for hematopoietic phenotypes after 5 weeks of treatment.

For the human leukemia xenograft models, 1 × 10^6^ K562 cells or 1 × 10^4^ THP-1 cells were injected via tail vein into 8-week-old NSG mice following a sublethal irradiation at a dose of 250 cGy. Ten days (THP-1) or 20 days (K562) after the transplantation, GSK-J4 (50 mg/kg) or vehicle was administered into the recipient mice via intraperitoneal injection (5 injections each week). Mouse weight was monitored every day to check toxicity. The survival time of each mouse was recorded, and the moribund mice were analyzed for hematopoietic phenotype.

In addition, two AML PDX cells, #1 (*ASXL1* G646WfsX12, variant allele frequency 39%) and #2 (no known *ASXL1* mutation), were transplanted into sublethally irradiated (300 cGy) 8- to 10-week-old NSG mice by intravenous injection. For both models, 10 days after the transplantation, the mice were randomized into 2 groups that received either vehicle or 50 mg/kg GSK-J4 treatment by intraperitoneal injection. Mouse weight was monitored daily to check toxicity. Mice were sacrificed when moribund, and human CD45 chimerism and spleen weights were measured to assess disease burden.

### Quantitative PCR analysis.

Total RNA was extracted with TRIzol reagent (Invitrogen), and cDNA was synthesized using the QuantiTect reverse transcription kit (Qiagen) according to the manufacturer’s instructions. qPCR was performed in triplicate using an Applied Biosystems QuantStudio 3 system with the Fast SYBR Green master mix (Applied Biosystems). The expression of gene of interest was calculated using the 2^–ΔΔCt^ method by normalization to the housekeeping gene (*β-actin*). All qPCR primers used are listed in Supplemental Table 4.

### Western blot assay.

The whole-cell lysates were prepared using the RIPA buffer (MilliporeSigma) and then resolved on NuPAGE 4%–12% Bis-Tris Gels (Invitrogen). Immunoblotting was performed with the following antibodies (Supplemental Table 6): rabbit monoclonal anti-EZH2 (1:1,000), rabbit monoclonal anti-SUZ12 (1:1,000), rabbit monoclonal anti-EED (1:1,000), mouse monoclonal anti–β-actin (1:2,000), rabbit monoclonal anti-KDM6A (1:1,000), rabbit polyclonal anti-KDM6B (1:1,000), rabbit polyclonal anti-H3K27me2 (1:1,000), rabbit polyclonal anti-H3K27me3 (1:1,000), rabbit polyclonal anti-H3 (1:4,000), and mouse monoclonal anti-FLAG (1:1,000). After incubation with anti-rabbit IgG or anti-mouse IgG antibodies conjugated with horseradish peroxidase (GE Healthcare), signals were detected using Prometheus ProSignal ECL reagents (Genesee Scientific). Images were taken on a ChemiDoc MP Imaging System (Bio-Rad Laboratories).

### RNA-Seq and data analysis.

BM LK cells were purified from 12-month-old *Asxl1^Y588X^*Tg preleukemic mice and age-matched WT, *Kdm6b^Δ/+^*, and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice. Total RNA from individual mice was isolated with RNeasy Plus Mini Kit (Qiagen). Approximately 500 ng RNA was used for library preparation, following the KAPA Stranded RNA-Seq Kit with RiboErase (HMR) sample preparation guide (KAPA Biosystems). The libraries were subsequently sequenced with 50 bp single-read sequencing run using Illumina HiSeq 3000 platform.

The raw data were trimmed by Trimmomatic (v0.38) (54), and approximately 20 million to 30 million reads per sample were aligned to the mouse genome (mm10) using STAR (v2.7.0e) (55). The raw read counts of each gene were calculated by HTSeq (v0.11.2) (56) and converted to transcripts per million format. Then, the count matrix was used to identify differentially expressed genes by pairwise comparison using DESeq2 (57) with a cutoff of false discovery rate (FDR) < 0.05 and |fold change| > 1.5. Transcripts per million was used for GSEA (58).

### ChIP sequencing and data analysis.

Chromatin immunoprecipitation (ChIP) assays were performed using LK cells from 10- to 12-month-old mice of the 4 different genotypes, as previously reported (53). Genomic DNA regions of interest were isolated using antibody against H3K27me3 (07-449, MilliporeSigma). The ChIP libraries were prepared using the MicroPlex library preparation kit v3 (Diagenode) and sequenced with a read length of 75 bp on an Illumina NextSeq 500 system.

Raw data of each sample were filtered and trimmed by TrimGalore (v0.5.0, https://github.com/FelixKrueger/TrimGalore). Clean reads were aligned to the mouse reference genome (mm10) using Bowtie 2 (v2.3.4.3) (59, 60). The raw SAM files generated by Bowtie 2 were sorted using SAMtools (v1.9) (61). PCR duplications were removed by Sambamba (v0.6.8) (62). Peak calling was performed with MACS2 (v2.1.2) (63) with options: -g mm -B -q 0.05; and the total numbers of H3K27me3 peaks were identified (WT: #1, 61295; #2, 55267; *Kdm6b^Δ/+^*: #1, 45288; #2, 50968; *Asxl1^Y588X^*Tg: #1, 18088; #2, 37427; *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^*: #1, 50870; #2, 38826). The BAM file was normalized using deepTools (v3.1.3) (64) to generate a BigWig file for visualization with options: --normalizeUsing CPM --binSize 50. Differential peaks were detected by DiffBind (65) using the embedded method edgeR with a threshold of FDR ≤ 0.05. ChIPpeakAnno (66) and ChIPseeker (67) were used to annotate the total or differential peaks. All figures were visualized in R and GraphPad Prism software.

### Statistics.

Differences between experimental groups were determined by the log-rank test, Mann-Whitney *U* test, unpaired or paired 2-tailed Student’s *t* test, or 1-way ANOVA followed by an appropriate post hoc correction. *P* values less than 0.05 were considered significant. Statistical analyses were conducted and analyzed using GraphPad Prism 9.0 (GraphPad Software). The statistical methods used for comparisons are indicated in the relevant figure legends.

### Study approval.

The institutional review board of the University of Texas Health Science Center at San Antonio (protocol 20220335NHR), in accordance with the Declaration of Helsinki, approved the use of deidentified leftover myeloid malignancy patient specimens (i.e., PB or BM aspirates) and associated clinical data. The samples were not collected specifically for the current experiments through an interaction or intervention with living individuals. All animal experiments in this investigation were conducted in accordance with the National Institutes of Health’s guidelines on animal care and use. Experiment protocols were approved by the Institutional Animal Care and Use Committee of the University of Texas Health Science Center at San Antonio. All animals received humane care in compliance with the National Institutes of Health *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Data availability.

The RNA-Seq and ChIP-Seq data in this study were deposited in the NCBI’s Gene Expression Omnibus (GSE208249). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

PZ, GG, and FCY conceived the project and designed the study. GG, PZ, SC, HY, YG, IPR, AN, CRD, and HG performed the experiments. PS, PZ, and GG performed the RNA-Seq and ChIP-Seq analyses. GG, PZ, PS, JAP, EAM, YL, SDN, RM, OAW, MX, and FCY discussed and analyzed the data. PZ, GG, and FCY wrote the manuscript with help from other authors. FCY initiated and supervised the project. All authors read and approved the final manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
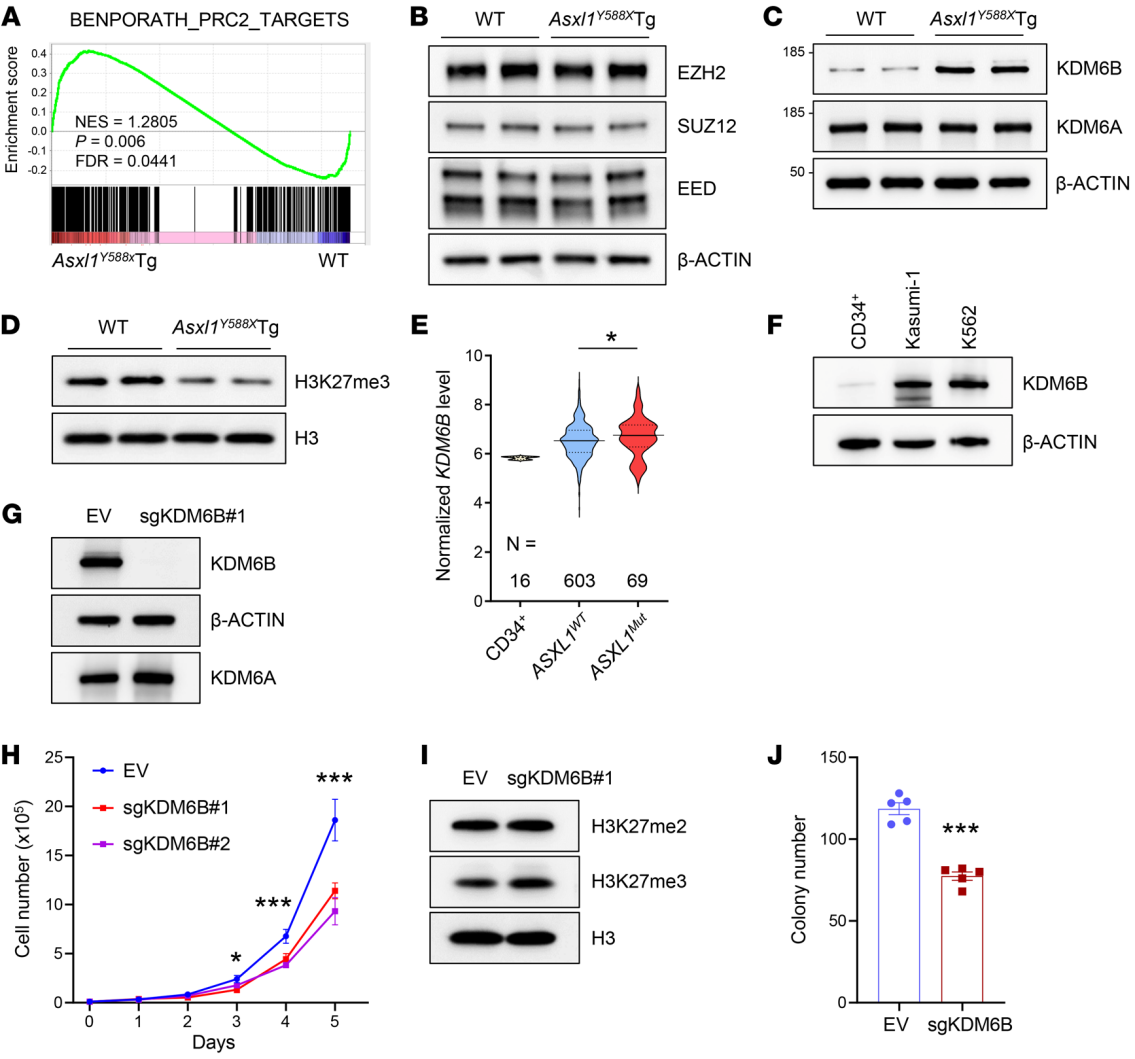
KDM6B is upregulated in *Asxl1*-mutant cells. (**A**) Gene set enrichment analysis (GSEA) shows that PRC2 target genes are upregulated in *Asxl1^Y588X^*Tg HSPCs. The normalized enrichment score (NES), *P* value, and FDR are shown. (**B**) Western blot analysis of indicated members of the PRC2 complex in BM cells from WT and *Asxl1^Y588X^*Tg mice. (**C**) The protein levels of histone H3K27 demethylases KDM6A and KDM6B were measured in WT and *Asxl1^Y588X^*Tg BM cells. (**D**) Western blot showing the level of H3K27me3 in *Asxl1^Y588X^*Tg BM cells. H3 was used as a loading control. (**E**) Normalized *KDM6B* RNA level in CD34^+^ cells and AML patients with or without *ASXL1* mutations from the Beat AML 2.0 database. (**F**) Western blot analysis of KDM6B in *ASXL1*-mutant leukemia cell lines and human BM CD34^+^ cells. Kasumi-1, *ASXL1* G646WfsX12; and K562, *ASXL1* Y591X. (**G** and **I**) Western blot analysis of KDM6B (**G**) and H3K27me2/3 (**I**) levels in K562 cells after expressing empty vector (EV) or sgRNA targeting KDM6B (sgKDM6B). (**H**) Proliferation curves of K562 cells transfected with EV and sgKDM6B. (**J**) Colony-forming unit assay using K562 cells was assessed in semisolid medium. Data were derived from 3 independent experiments and represent the mean ± SEM. *P < 0.05 and ***P < 0.001, by Mann-Whitney *U* test (**E**), 1-way ANOVA with Tukey’s multiple-comparison test (**H**), or unpaired Student’s *t* test (**J**).

**Figure 2:**
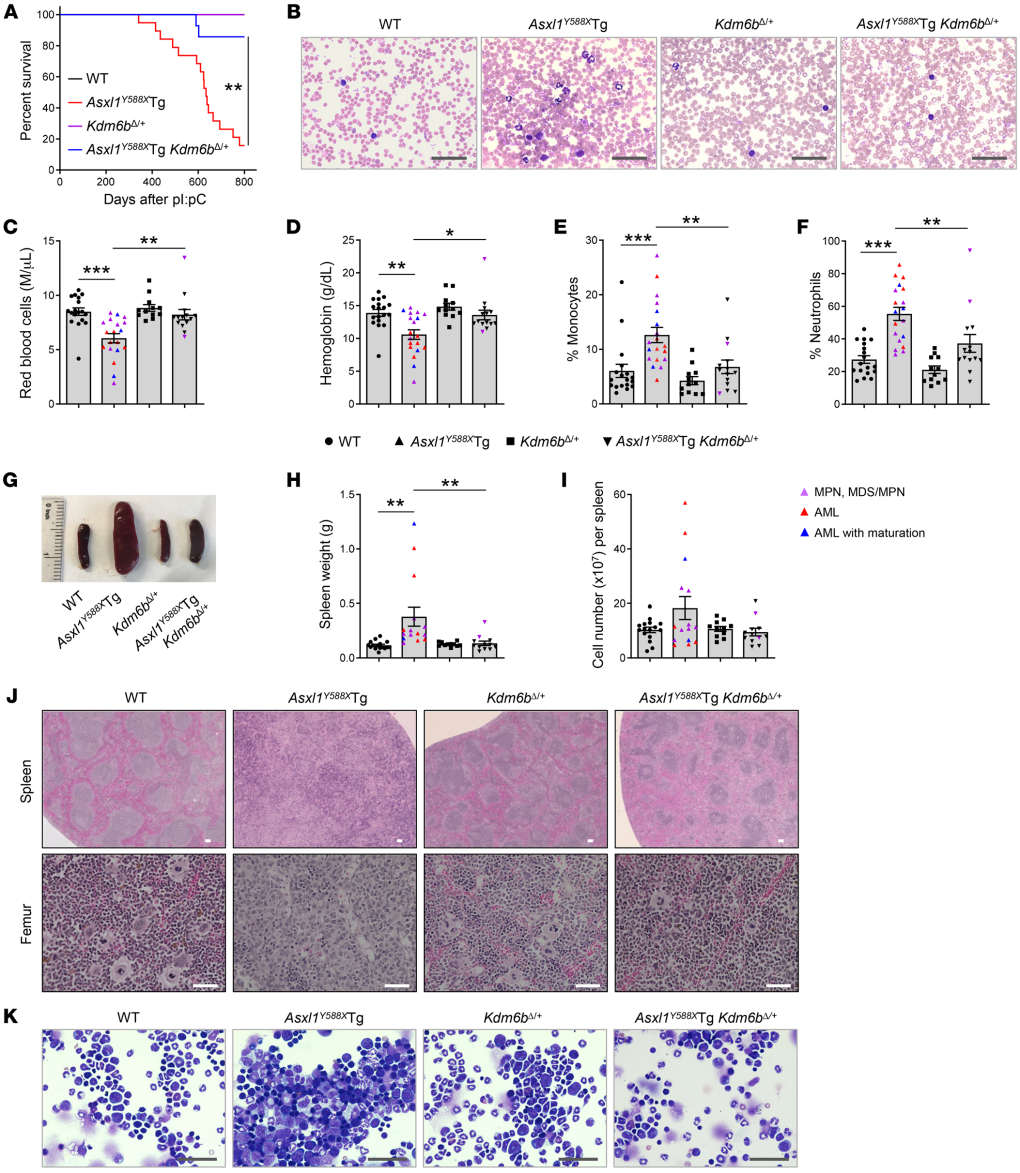
Heterozygous deletion of *Kdm6b* blocks the development of ASXL1^aa1–587^–mediated myeloid malignancies. (**A**) Kaplan-Meier survival curve representing percent survival of *Asxl1^Y588X^*Tg (*n* = 19), *Kdm6b^Δ/+^* (*n* = 12), *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* (*n* = 14), and WT (*n* = 18) mice. (**B**) May-Giemsa–stained PB smears from representative mice of each genotype. Scale bars: 50 μm. (**C**–**F**) PB counts of red blood cells (**C**), hemoglobin (**D**), and percent of monocytes (**E**) and neutrophils (**F**) in WT (*n* = 18), *Asxl1^Y588X^*Tg (*n* = 19), *Kdm6b^Δ/+^* (*n* = 12), and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* (*n* = 14) mice. (**G**) Gross appearance of spleen from representative mice of each genotype. (**H** and **I**) Weight (**H**) and cellularity (**I**) of the spleen from WT (*n* = 16), *Asxl1^Y588X^*Tg (*n* = 15), *Kdm6b^Δ/+^* (*n* = 11), and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* (*n* = 12) mice. (**J**) Representative H&E staining of spleen and femur sections. Scale bars: 100 μm (top); 50 μm (bottom). (**K**) May-Giemsa–stained BM cytospins prepared from representative mice of each genotype. Scale bars: 50 μm. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by log-rank (Mantel-Cox) test (**A**) or 1-way ANOVA with Tukey’s multiple-comparison test (**C**–**F**, **H**, and **I**).

**Figure 3:**
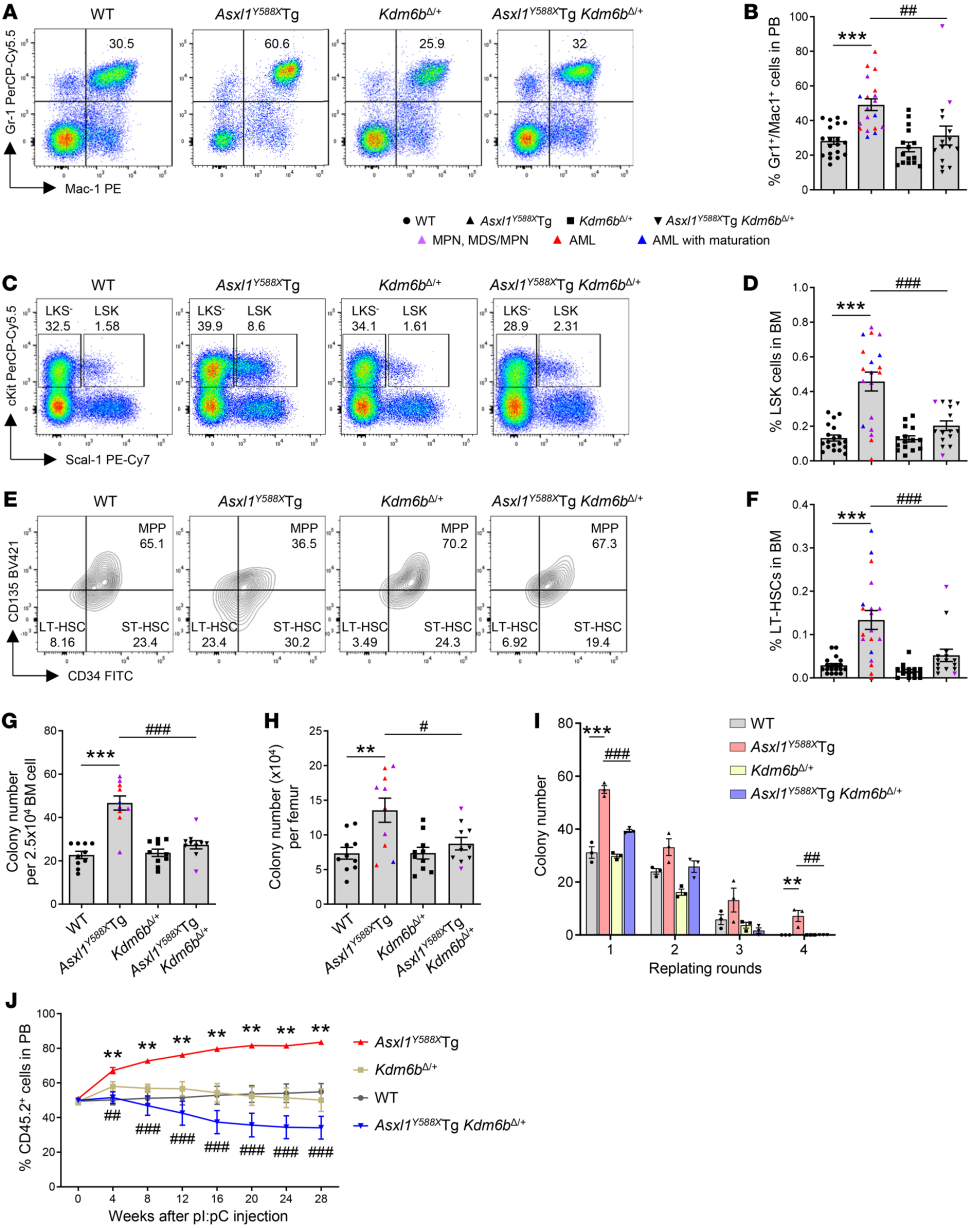
Heterozygous deletion of *Kdm6b* restores ASXL1^aa1–587^–mediated HSC phenotypes and myeloid differentiation. (**A**) Flow cytometric analysis of myeloid cells in PB from representative mice of each genotype. (**B**) The frequencies of Gr1^+^Mac1^+^ cells in PB from WT (*n* = 19), *Asxl1^Y588X^*Tg (*n* = 19), *Kdm6b^Δ/+^* (*n* = 15), and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* (*n* = 15) mice. (**C** and **E**) Flow cytometric analysis of HSPCs in BM cells from representative mice of each genotype. (**D** and **F**) Quantification of the percentages of LSK cells (**D**) and LT-HSCs (**F**) in BM from WT (*n* = 19), *Asxl1^Y588X^*Tg (*n* = 19), *Kdm6b^Δ/+^* (*n* = 15), and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* (*n* = 15) mice. (**G** and **H**) Colony-forming assay using BM cells from WT, *Asxl1^Y588X^*Tg, *Kdm6b^Δ/+^*, and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* mice (*n* = 10 per genotype). (**I**) Serial cell replating assays using whole BM cells (*n* = 3 mice per genotype) were performed to determine HSC self-renewal capability. The cells were replated weekly for 4 weeks. (**J**) Percentages of donor-derived CD45.2^+^ cells in the PB of recipient animals at indicated time points (*n* = 5 per genotype). Data represent the mean ± SEM. **P < 0.01 and ***P < 0.001 vs. WT mice, and ^#^*P* < 0.05, ^##^*P* < 0.01, and ^###^*P* < 0.001 vs. *Asxl1^Y588X^*Tg mice, by 1-way ANOVA with Tukey’s multiple-comparison test (**B**, **D**, and **F**–**J**).

**Figure 4:**
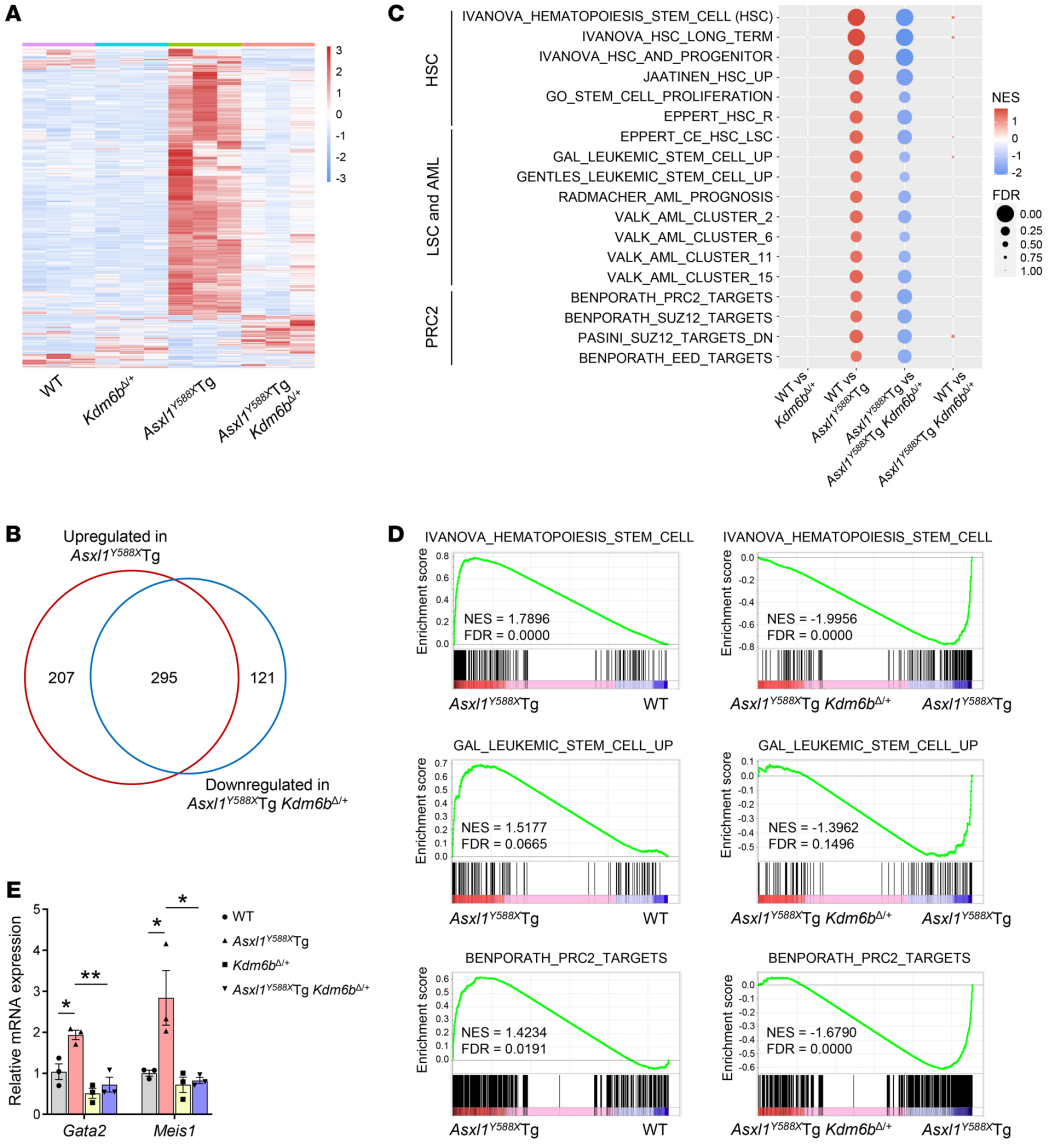
Heterozygous deletion of *Kdm6b* decreases ASXL1^aa1–587^–mediated transcription activation in HSPCs. (**A**) Heatmap displaying gene expression for all genes differentially expressed in LK cells from each mutant genotype relative to WT controls (FDR < 0.05 and |fold change| > 1.5, *n* = 3 mice per genotype). (**B**) Venn diagram showing the overlap of dysregulated genes in *Asxl1^Y588X^*Tg LK cells (compared with WT cells) and *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells (compared with *Asxl1^Y588X^*Tg cells). (**C**) GSEA with NES and FDR values for gene sets of HSC, LSC and AML, and PRC2 in *Asxl1^Y588X^*Tg LK cells. The colors reflect scaled NES, representing the degree of expression change. Sizes of circles represent the FDR value. (**D**) GSEA plots show that genes involved in the regulation of HSC, LSC, and PRC2 targets are upregulated in *Asxl1^Y588X^*Tg LK cells, but downregulated in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* cells. NES, *P* value, and FDR are shown. (**E**) qPCR verified the change in mRNA levels of *Gata2* and *Meis1* (*n* = 3 mice per genotype). Data represent the mean ± SEM. *P < 0.05 and **P < 0.01, by 1-way ANOVA with Tukey’s multiple-comparison test.

**Figure 5:**
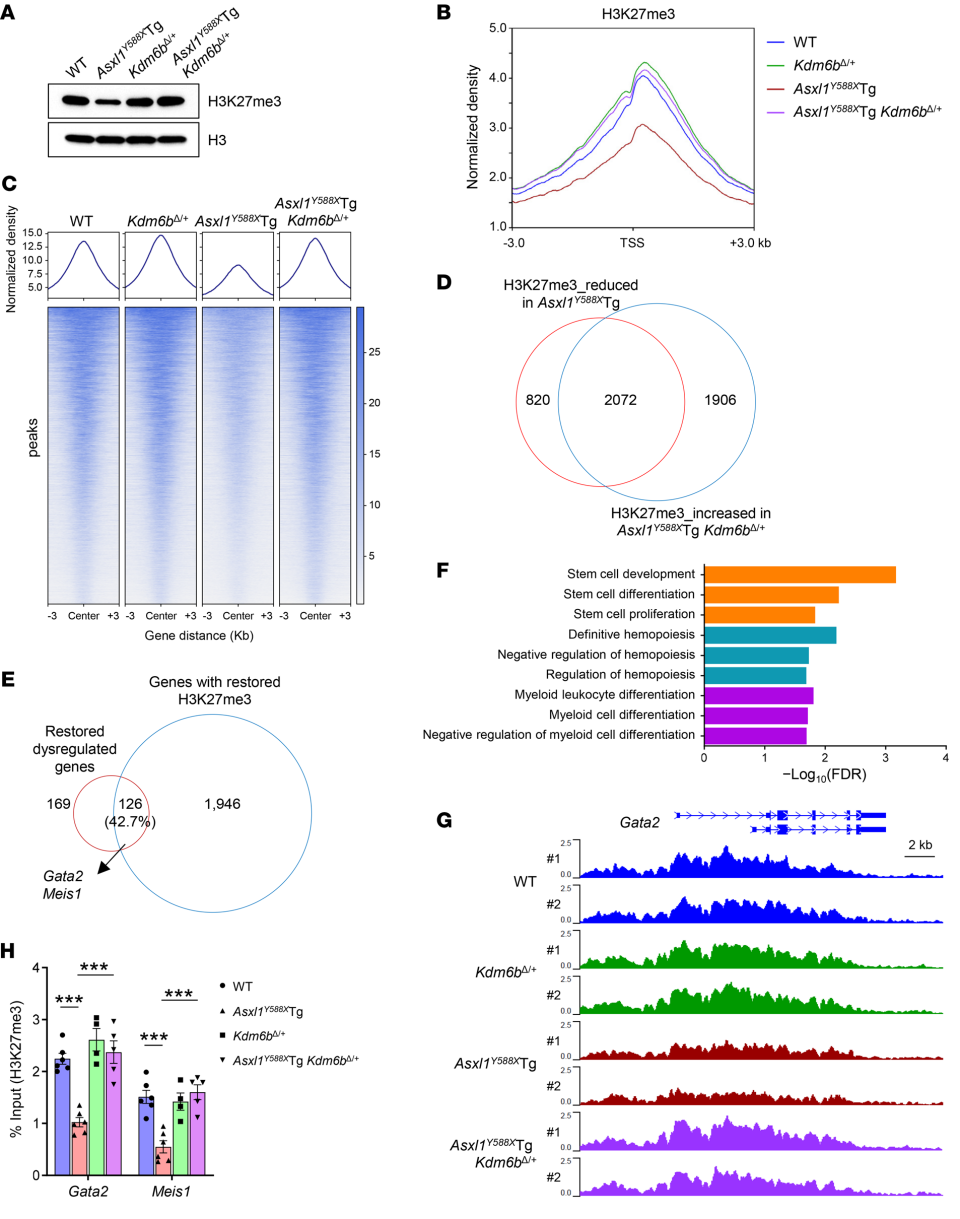
Genetic reduction of *Kdm6b* in *Asxl1^Y588X^*Tg mice normalizes the levels of dysregulated genes by restoring H3K27me3 levels. (**A**) Western blot showing the levels of H3K27me3 in BM cells from representative mice of each genotype. (**B**) Global levels of H3K27me3 at transcription start site (TSS) and 3-kb regions surrounding TSS. The coverages were normalized by the sequencing depth and averaged in 2 biological replicates. (**C**) Heatmaps of normalized H3K27me3 ChIP-Seq read densities centered on the midpoints of 6,305 H3K27me3-changed regions (FDR < 0.05). Each row represents a single region. (**D**) Venn diagram showing the overlap of genes between reduced H3K27me3 in *Asxl1^Y588X^*Tg (compared with WT controls) and increased H3K27me3 in *Asxl1^Y588X^*Tg *Kdm6b^Δ/+^* LK cells (compared with *Asxl1^Y588X^*Tg). The number of genes in each section of the diagram is shown. (**E**) Venn diagram showing the overlap between genes with restored H3K27me3 (**D**) and restored dysregulated genes (in Figure 4B) in LK cells. The number of genes in each section of the diagram is shown. (**F**) Functional enrichment analysis for 126 overlapping genes in **E**. Representative significantly enriched pathways are displayed (FDR < 0.05). (**G**) Normalized H3K27me3 signals on the *Gata2* gene loci are shown. (**H**) ChIP-qPCR verified the reduction of H3K27me3 occupancies at the promoter regions of *Gata2* and *Meis1* genes (*n* = 4–6 mice per genotype). Data represent the mean ± SEM. ***P < 0.001, by 1-way ANOVA with Tukey’s multiple-comparison test.

**Figure 6:**
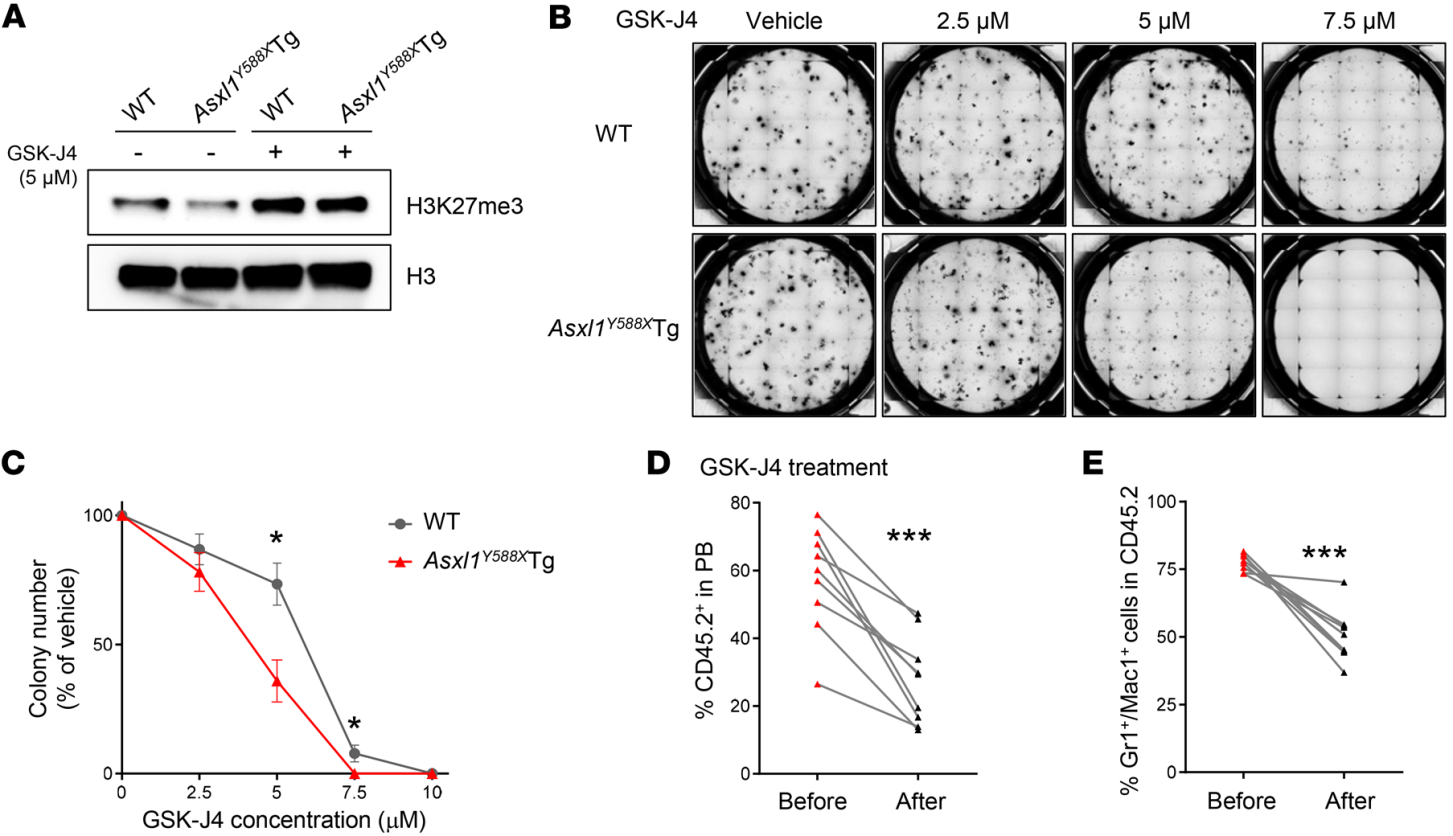
*Asxl1^Y588X^*Tg BM cells are sensitive to the KDM6B inhibitor GSK-J4. (**A**) Western blot showing the levels of H3K27me3 in BM cells treated with 5 μM GSK-J4 for 24 hours. (**B** and **C**) Colony-forming assays using BM cells with or without GSK-J4 treatment (*n* = 5 mice per genotype). Representative images of colony formation from each condition are shown. The concentration of GSK-J4 is indicated. WT, IC_50_ = 5.63 μM; *Asxl1^Y588X^*Tg, IC_50_ = 3.86 μM. (**D** and **E**) The frequencies of CD45.2^+^ (**D**) and Gr1^+^Mac1^+^ cells (**E**) in PB from *Asxl1^Y588X^*Tg mice treated with GSK-J4 (*n* = 9). Data represent the mean ± SEM. *P < 0.05 and ***P < 0.001, by unpaired Student’s *t* test (**C**) and paired Student’s *t* test (**D** and **E**).

**Figure 7:**
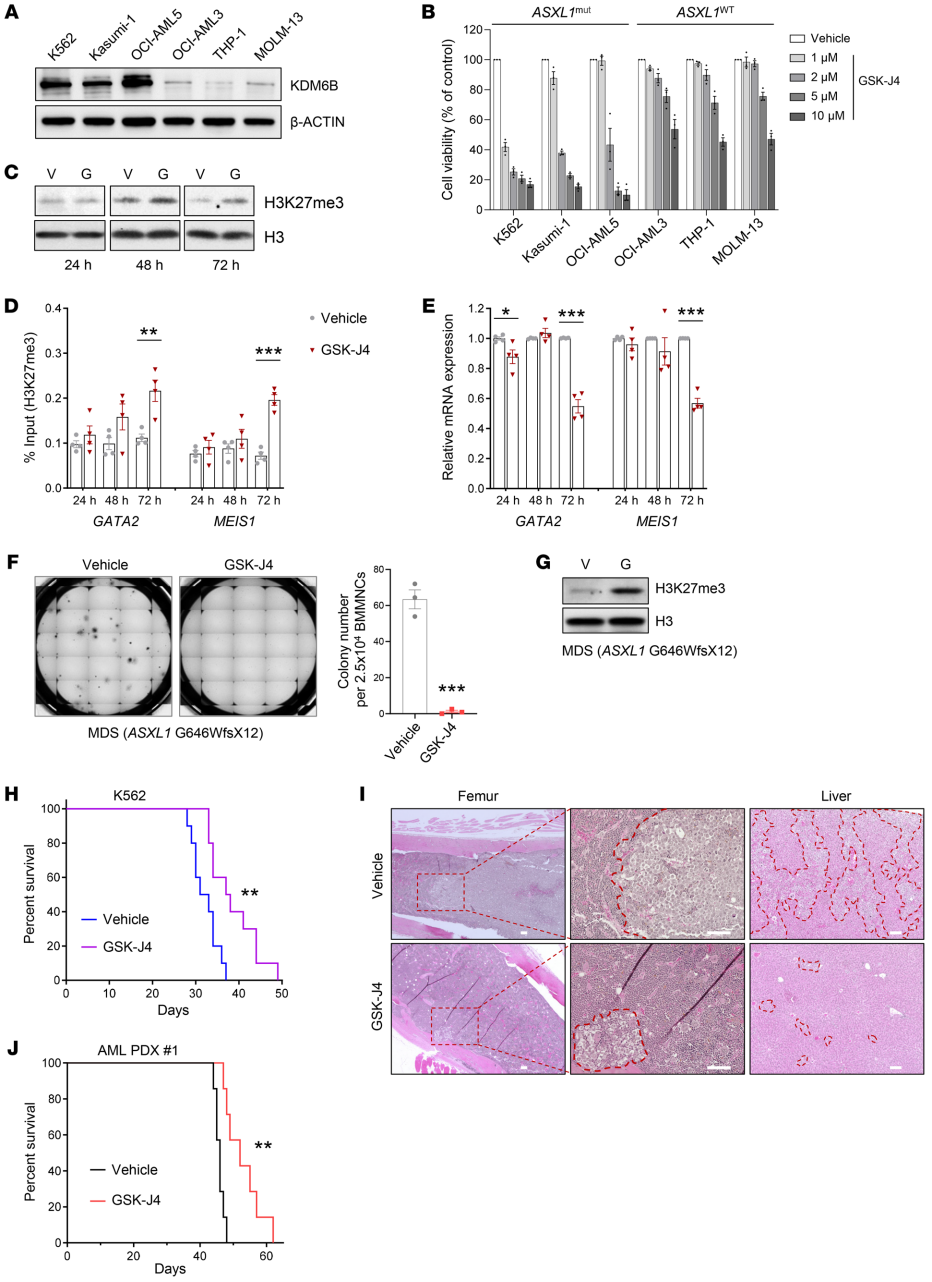
Pharmacologic KDM6B inhibition blocks the growth of *ASXL1* mutation–mediated leukemic cells. (**A**) Western blot showing the protein level of KDM6B in leukemia cell lines. (**B**) Human leukemia cells were treated with various concentrations of GSK-J4 for 72 hours. The viabilities of the cultured cells were measured using CellTiter-Glo luminescent assay. (**C**) Western blot analysis of H3K27me3 levels in OCI-AML5 cells treated with vehicle (V) or 5 μM GSK-J4 (G) after 24, 48, and 72 hours. (**D**) ChIP-qPCR showing the levels of H3K27me3 occupancies at the promoter regions of *GATA2* and *MEIS1*. (**E**) The relative mRNA levels of *GATA2* and *MEIS1* in OCI-AML5 cells were analyzed by qPCR. (**F**) Colony-forming assay using primary BM mononuclear cells (BMMNCs) from an MDS patient (*ASXL1* G646WfsX12) with or without GSK-J4 treatment. Representative images of colony formation are shown. The images were taken on the 14th day of the assay. (**G**) Western blot showing the levels of H3K27me3 in primary mononuclear cells from an MDS patient with the treatment of 5 μM GSK-J4 for 72 hours. (**H**) Kaplan-Meier survival curve representing the survival of K562-transplanted NSG mice treated with DMSO or 50 mg/kg GSK-J4 (*n* =10 mice per group). (**I**) Representative H&E staining of femur and liver sections from the mice in **H**. Scale bars: 100 μm. (**J**) Kaplan-Meier survival curve for AML PDX #1–transplanted NSG mice treated with DMSO or 50 mg/kg GSK-J4 (*n* = 7 mice per group). Data were derived from 3–4 independent experiments and represent the mean ± SEM. *P < 0.05, **P < 0.01, and ***P < 0.001, by unpaired Student’s *t* test (**D**–**F**) or log-rank (Mantel-Cox) test (**H** and **J**).

## References

[1] Gelsi-Boyer V (2009). Mutations of polycomb-associated gene ASXL1 in myelodysplastic syndromes and chronic myelomonocytic leukaemia. Br J Haematol.

[2] Gelsi-Boyer V (2010). ASXL1 mutation is associated with poor prognosis and acute transformation in chronic myelomonocytic leukaemia. Br J Haematol.

[3] Bejar R (2011). Clinical effect of point mutations in myelodysplastic syndromes. N Engl J Med.

[4] Thol F (2011). Prognostic significance of ASXL1 mutations in patients with myelodysplastic syndromes. J Clin Oncol.

[5] Carbuccia N (2009). Mutations of ASXL1 gene in myeloproliferative neoplasms. Leukemia.

[6] Brecqueville M (2012). Mutation analysis of ASXL1, CBL, DNMT3A, IDH1, IDH2, JAK2, MPL, NF1, SF3B1, SUZ12, and TET2 in myeloproliferative neoplasms. Genes Chromosomes Cancer.

[7] Caye A (2015). Juvenile myelomonocytic leukemia displays mutations in components of the RAS pathway and the PRC2 network. Nat Genet.

[8] Stieglitz E (2015). The genomic landscape of juvenile myelomonocytic leukemia. Nat Genet.

[9] Chou WC (2010). Distinct clinical and biological features of de novo acute myeloid leukemia with additional sex comb-like 1 (ASXL1) mutations. Blood.

[10] Patel JP (2012). Prognostic relevance of integrated genetic profiling in acute myeloid leukemia. N Engl J Med.

[11] Gelsi-Boyer V (2012). Mutations in ASXL1 are associated with poor prognosis across the spectrum of malignant myeloid diseases. J Hematol Oncol.

[12] Inoue D (2016). Truncation mutants of ASXL1 observed in myeloid malignancies are expressed at detectable protein levels. Exp Hematol.

[13] Genovese G (2014). Clonal hematopoiesis and blood-cancer risk inferred from blood DNA sequence. N Engl J Med.

[14] Jaiswal S (2014). Age-related clonal hematopoiesis associated with adverse outcomes. N Engl J Med.

[15] Xie M (2014). Age-related mutations associated with clonal hematopoietic expansion and malignancies. Nat Med.

[16] Abdel-Wahab O (2013). Deletion of Asxl1 results in myelodysplasia and severe developmental defects in vivo. J Exp Med.

[17] Wang J (2014). Loss of Asxl1 leads to myelodysplastic syndrome-like disease in mice. Blood.

[18] Inoue D (2013). Myelodysplastic syndromes are induced by histone methylation–altering ASXL1 mutations. J Clin Invest.

[19] Yang H (2018). Gain of function of ASXL1 truncating protein in the pathogenesis of myeloid malignancies. Blood.

[20] Nagase R (2018). Expression of mutant Asxl1 perturbs hematopoiesis and promotes susceptibility to leukemic transformation. J Exp Med.

[21] Asada S (2018). Mutant ASXL1 cooperates with BAP1 to promote myeloid leukaemogenesis. Nat Commun.

[22] Abdel-Wahab O (2012). ASXL1 mutations promote myeloid transformation through loss of PRC2-mediated gene repression. Cancer Cell.

[23] Scheuermann JC (2010). Histone H2A deubiquitinase activity of the Polycomb repressive complex PR-DUB. Nature.

[24] Li Z (2017). ASXL1 interacts with the cohesin complex to maintain chromatid separation and gene expression for normal hematopoiesis. Sci Adv.

[25] Shi H (2016). ASXL1 plays an important role in erythropoiesis. Sci Rep.

[26] Hong S (2007). Identification of JmjC domain-containing UTX and JMJD3 as histone H3 lysine 27 demethylases. Proc Natl Acad Sci U S A.

[27] Swigut T, Wysocka J (2007). H3K27 demethylases, at long last. Cell.

[28] De Santa F (2007). The histone H3 lysine-27 demethylase Jmjd3 links inflammation to inhibition of polycomb-mediated gene silencing. Cell.

[29] Agger K (2007). UTX and JMJD3 are histone H3K27 demethylases involved in HOX gene regulation and development. Nature.

[30] Lan F (2007). A histone H3 lysine 27 demethylase regulates animal posterior development. Nature.

[31] Agger K (2009). The H3K27me3 demethylase JMJD3 contributes to the activation of the INK4A-ARF locus in response to oncogene- and stress-induced senescence. Genes Dev.

[32] Sen GL (2008). Control of differentiation in a self-renewing mammalian tissue by the histone demethylase JMJD3. Genes Dev.

[33] Mallaney C (2019). Kdm6b regulates context-dependent hematopoietic stem cell self-renewal and leukemogenesis. Leukemia.

[34] Wei Y (2013). Global H3K4me3 genome mapping reveals alterations of innate immunity signaling and overexpression of JMJD3 in human myelodysplastic syndrome CD34+ cells. Leukemia.

[35] Li Y (2018). Therapeutic potential of GSK-J4, a histone demethylase KDM6B/JMJD3 inhibitor, for acute myeloid leukemia. J Cancer Res Clin Oncol.

[36] Ohguchi H (2017). KDM6B modulates MAPK pathway mediating multiple myeloma cell growth and survival. Leukemia.

[37] Anderton JA (2011). The H3K27me3 demethylase, KDM6B, is induced by Epstein-Barr virus and over-expressed in Hodgkin’s Lymphoma. Oncogene.

[38] Ntziachristos P (2014). Contrasting roles of histone 3 lysine 27 demethylases in acute lymphoblastic leukaemia. Nature.

[39] Mathur R (2017). Inhibition of demethylase KDM6B sensitizes diffuse large B-cell lymphoma to chemotherapeutic drugs. Haematologica.

[40] Black JC (2012). Histone lysine methylation dynamics: establishment, regulation, and biological impact. Mol Cell.

[41] Mosammaparast N, Shi Y (2010). Reversal of histone methylation: biochemical and molecular mechanisms of histone demethylases. Annu Rev Biochem.

[42] Bottomly D (2022). Integrative analysis of drug response and clinical outcome in acute myeloid leukemia. Cancer Cell.

[43] Manna S (2015). Histone H3 Lysine 27 demethylases Jmjd3 and Utx are required for T-cell differentiation. Nat Commun.

[44] Kruidenier L (2012). A selective jumonji H3K27 demethylase inhibitor modulates the proinflammatory macrophage response. Nature.

[45] Shultz LD (2005). Human lymphoid and myeloid cell development in NOD/LtSz-scid IL2R gamma null mice engrafted with mobilized human hemopoietic stem cells. J Immunol.

[46] Menendez-Gonzalez JB (2019). Gata2 as a crucial regulator of stem cells in adult hematopoiesis and acute myeloid leukemia. Stem Cell Reports.

[47] Argiropoulos B (2007). Unraveling the crucial roles of Meis1 in leukemogenesis and normal hematopoiesis. Genes Dev.

[48] Balasubramani A (2015). Cancer-associated ASXL1 mutations may act as gain-of-function mutations of the ASXL1-BAP1 complex. Nat Commun.

[49] Sera Y (2021). UTX maintains the functional integrity of the murine hematopoietic system by globally regulating aging-associated genes. Blood.

[50] Wei Y (2018). KDM6B overexpression activates innate immune signaling and impairs hematopoiesis in mice. Blood Adv.

[51] Youmans DT (2018). Live-cell imaging reveals the dynamics of PRC2 and recruitment to chromatin by SUZ12-associated subunits. Genes Dev.

[52] Heinemann B (2014). Inhibition of demethylases by GSK-J1/J4. Nature.

[53] Zhang P (2018). Chromatin regulator Asxl1 loss and Nf1 haploinsufficiency cooperate to accelerate myeloid malignancy. J Clin Invest.

[54] Bolger AM (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[55] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[56] Anders S (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics.

[57] Love MI (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[58] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

[59] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[60] Langmead B (2019). Scaling read aligners to hundreds of threads on general-purpose processors. Bioinformatics.

[61] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[62] Tarasov A (2015). Sambamba: fast processing of NGS alignment formats. Bioinformatics.

[63] Feng J (2012). Identifying ChIP-seq enrichment using MACS. Nat Protoc.

[64] Ramirez F (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res.

[65] Ross-Innes CS (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature.

[66] Zhu LJ (2010). ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. BMC Bioinformatics.

[67] Yu G (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

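RNA from LK cells of 12 mice at 12 months of age was sequenced by the authors, with 3 mice each of WT, *Kdm6bΔ/+*, *Asxl1 Y588X*Tg, and *Asxl1 Y588X*Tg *Kdm6bΔ/+*, and 1 library per mouse. The authors trimmed the reads, aligned them with STAR to the mouse genome (mm10), counted them on genes with HTSeq, and deposited the raw count of each of 55291 genes in each library. The deposited counts are whole numbers without normalization, and no per-sample column was left out. The columns were matched to the genotypes by the sample labels; the targeted gene *Kdm6b* was lower in every library of a genotype with the deletion than in every library of its comparison group without it. Positions were taken from the GENCODE vM21 annotation of mm10. The annotation and the strand used for counting are not given in the paper's text. Sequencing reads, TPM values, and the gene sets of the paper's GSEA were not used here.

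All tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. The filterByExpr function of edgeR with the 4 genotypes as groups kept 15825 genes, and 22587 genes had no count in any library. Library sizes were scaled by TMM. Normalized counts are counts divided by the effective library size and multiplied by the mean library size. Each comparison was fitted with edgeR's robust quasi-likelihood model to the 6 libraries of the genotypes compared, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. A gene was called with an adjusted p-value under 0.05 and a fold change above 1.5. Restored genes are those upregulated in *Asxl1 Y588X*Tg against WT and downregulated in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg. The interaction, the effect of the *Kdm6b* deletion on the *Asxl1 Y588X*Tg background minus that on the WT background, was fitted to all 12 libraries. Groups with 3 counts or fewer in every library were set to 3 counts to give lower bounds of folds.

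Lists of HSC, LSC, and PRC2 target genes were written from general knowledge and tested with camera on log2 CPM with a prior count of 2, a preset correlation of 0.01, and adjustment over 6 tests. The rotation test fry and camera with an estimated correlation were alternatives. Lists of markers of B cells, T and NK cells, neutrophils, monocytes and macrophages, mast cells and basophils, erythroid cells, megakaryocytes, and endothelial and stromal cells, and lists of cell cycle, interferon, and sex-linked genes, served to test technical explanations. Named genes are those the paper names for these cells, *Kdm6b*, *Asxl1*, *Kdm6a*, *Xist*, *Ddx3y*, and the called genes with the largest changes among those with a mean normalized count of at least 100 and no overlap between the groups. Of these, the 5 largest rises and the 5 largest falls were taken for *Asxl1 Y588X*Tg against WT, and the 3 largest of each for the other comparisons, or fewer where fewer qualified.

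The comparisons, tests, lists, rule for named genes, and the following alternatives were set before the data were examined. Counts of genes and named genes were recomputed with DESeq2 on the groups compared, DESeq2 and edgeR with all 4 genotypes in 1 fit, RLE in place of TMM scaling, no expression filter, only genes with a mean count of at least 50, the replicate number as a block, and with each library left out in turn. The lists were recomputed under the alternatives of scaling, the stricter filter, the block, and the libraries left out. Added after the data were seen were a term for libraries with Y-linked transcripts, offsets for GC content and gene length, counts thinned to the smallest library, the list tests of *Kdm6bΔ/+* and *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT and of the interaction, the share of restored genes, and the largest change among the PRC2 subunits. Values of GC content and length were at hand for 15690 of the 15825 genes (99.1%).

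Replicate numbers did not pair the libraries: the Pearson r of the deviations from the genotype means had a median of −0.04 over 18 pairs of libraries with the same number, from −0.12 to 0.08, and ranged from −0.14 to 0.18 over 36 other pairs. Across all libraries between 14451522 and 23482563 reads were counted, with a median of 17125384.5. Between replicates the difference per gene was larger than counting noise, with chi-square values per gene from 7.80 to 32.8, where counting noise alone gives 1. The steps were tested on simulated counts of 15825 genes with 200 genes changed, all with a mean normalized count of at least 100. Calls needed a fitted fold above 1.5, which leaves out part of the genes changed 1.5-fold. The 2-group edgeR test called 97.2% of genes changed 4-fold and 10 unchanged genes, and the interaction test called 21.7%, 72.9%, and 95.8% of genes changed 1.5-fold, 2-fold, and 4-fold.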

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

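The tests of explanations and the list tests in this part were chosen after the results were seen; the comparisons of genotypes, the interaction test of single genes, and the splits of the libraries were not. They were run on the libraries in which the patterns were found.

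The effect of the *Kdm6b* deletion differed between the *Asxl1 Y588X*Tg and the WT background for 2 genes by a test of the interaction, and for the HSC list. The genes, *Scarf1* and *Tmem215*, are named after their values were seen. The interaction had a log2 fold change of −1.51 (standard error 0.21) for *Scarf1* and −2.77 (standard error 0.41) for *Tmem215*, each with an adjusted p of 0.0431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Scarf1* had normalized counts of 214 in WT, 269 in *Kdm6bΔ/+*, 518 in *Asxl1 Y588X*Tg, and 229 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells. At an unadjusted p-value under 0.05, 1087 genes differed. Of 100 splits of the 12 libraries into groups of the same sizes, 4 gave as many genes, the real one included, and the largest count was 98. The count of genes called changed with 1 library left out, which also lowers the power of the test. It was 10 without *Asxl1 Y588X*Tg replicate 3, 7 without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 3, and 0 in the other 10 fits. Those 10 fits had between 761 and 1686 genes at an unadjusted p-value under 0.05. The median interaction of the HSC list was −0.70, with 47 of 50 genes lower (adjusted p = 2.45e-16, camera, over 3 tests). Of the HSC list, 0 genes passed over all genes tested, 13 passed adjusted over the list alone, and 20 had an unadjusted p-value under 0.05 and were lower. The adjusted p of the list was 0.0131 with fry and 0.0512 with camera and an estimated correlation. Of the 100 splits, 35 gave a median as large, but these splits also mix the large effects of the single genotypes, so they do not test the interaction alone. The median was −0.74 with counts thinned to the smallest library, −0.70 with offsets for GC content and length, and −0.70 with the term for Y-linked transcripts, which argues against depth, GC content, length, and sex as the whole cause. It ranged from −0.89 to −0.57 over the 12 fits that left out 1 library. A different effect of the deletion on the *Asxl1 Y588X*Tg background is a candidate explanation. A change in the share of HSCs among the LK cells stays open. The paper reports lower percentages of HSCs in *Asxl1 Y588X*Tg *Kdm6bΔ/+* than in *Asxl1 Y588X*Tg bone marrow, by flow cytometry. The LSC list (−0.18) and the PRC2 list (−0.48) had an adjusted p of 0.0521 each (camera), and 45 and 37 of the 100 splits gave medians as large.

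Y-linked transcripts were present in 6 of the 12 libraries, which the paper does not report. *Xist* had between 10316 and 16906 raw counts in the libraries without Y-linked transcripts and between 13 and 26 in those with them, so the libraries show no sign of a mixture of male and female cells. No WT library and all 3 *Asxl1 Y588X*Tg *Kdm6bΔ/+* libraries had Y-linked transcripts. Compared with WT, *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells had *Ddx3y* counts at least 352-fold higher, *Eif2s3y* counts at least 337-fold and *Kdm5d* counts at least 182-fold higher, and *Xist* had a log2 fold change of −9.51. The effect of the term for Y-linked transcripts, fitted over all 4 genotypes, passed the threshold for 6 genes, all on the X or Y chromosome. *Kdm6a*, the X-linked paralog of *Kdm6b* (chromosome X, 18162575 to 18279936), had normalized counts of 2137 ± 106 in WT and 1286 ± 23.3 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells, a log2 fold change of −0.72 (standard error 0.08, adjusted p = 0.00269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the term its log2 fold change was 0.015, and the term itself had an effect of −0.75 (standard error 0.07). The sex of the mice may therefore account for the lower *Kdm6a* in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells, in a test that could have come out otherwise.

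The following 6 genes, named after their values were seen, were called in the same direction in *Kdm6bΔ/+* against WT and in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg, and the normalized counts of the 6 libraries with the deletion lay apart from those of the 6 without it. The paper does not report them. *Nlrp1b* (chromosome 11, 71153102 to 71230733) had between 118 and 188 normalized counts with the deletion and between 5.49 and 26.2 without it. *Fam71b*, also on chromosome 11, had between 56.1 and 85.3 against between 3.04 and 11.1. *Nnt* on chromosome 13 had between 1962 and 3363 against between 1139.8 and 1309. *Gm5823*, which has no position in the annotation used, had between 118 and 143 against between 0 and 11.8. The pseudogenes *Eif5al3-ps* on chromosome 5 and *Gm18860* on chromosome 8 had between 103 and 132 against between 2.01 and 5.47, and between 26.0 and 82.1 against between 0 and 5.07; reads of pseudogenes can come from their parent genes. At an unadjusted p-value under 0.05 in both comparisons, 127 genes changed in the same direction and 23 in opposite directions, where 45.6 in the same direction would be expected from independent comparisons. This argues against coincidence, since the comparisons share no library. Of the 126 genes of the same direction that have a position, *Kdm6b* left aside, 17 of the 1219 tested on chromosome 11 (1.39%) and 109 of the 14470 tested on other chromosomes (0.753%) were among them (Fisher's exact test, two-sided p = 0.0274; genes are not independent). *Kdm6b* lies on chromosome 11, and 3 of the 17 genes lie within 5 Mb of it. DNA of another mouse strain carried along with the *Kdm6b* allele may contribute on chromosome 11. The 109 genes on other chromosomes argue against linkage to *Kdm6b* as their cause. Both comparisons also have more libraries with Y-linked transcripts on the side of the deletion, 2 of 3 against 0 of 3 and 3 of 3 against 1 of 3. Of the 126 genes, 123 are on autosomes, with a median log2 change of 0.78 in the direction of the pattern, for which an effect of Y-linked transcripts of 1.17 would be needed. The median effect of the term in that direction was 0.049, with 67 of the 123 genes (54.5%) in it, and the median difference between libraries with and without Y-linked transcripts was 0.062 within *Kdm6bΔ/+* and −0.00408 within *Asxl1 Y588X*Tg, which argues against sex as the whole cause on autosomes. For the 3 genes on the X or Y chromosome sex stays open. For the autosomal genes on chromosomes other than 11, an effect of the deletion and an unlinked difference in strain background stay open and were not tested.

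*Hba-a2*, an alpha-globin gene on chromosome 11, had a log2 fold change of −2.20 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT (standard error 0.18, adjusted p = 0.000336 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the paper does not report it. It has a near-identical copy, *Hba-a1*, and reads shared between these paralogs make the count of each uncertain. In *Kdm6bΔ/+* against WT the log2 fold change of *Hba-a2* was −1.44. With the term for Y-linked transcripts the value in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT was −1.26 (standard error 0.46). The term itself had an effect of −0.95 (standard error 0.34) on *Hba-a2*, and neither value passed the threshold. No WT library has Y-linked transcripts, and the effect of the term was estimated within *Kdm6bΔ/+* and *Asxl1 Y588X*Tg, which hold both kinds of library. Sex may therefore account for part of the lower *Hba-a2*, and how large a part stays open. The mean log2 ratio of *Hba-a2* to *Hba-a1* was −2.19 ± 0.62 in the 6 libraries with the *Kdm6b* deletion and −1.14 ± 0.22 in the 6 without it. The difference of −1.05 had a two-sided p of 0.00649 by an exact permutation test of 6 libraries against 6, for which the smallest possible p is 0.00216. The ranges overlapped, from −2.93 to −1.32 with the deletion and from −1.41 to −0.82 without it. Other erythroid genes were mixed in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT. The log2 fold change was −1.49 for *Alas2*, −1.20 for *Hbb-bs*, −1.11 for *Hbb-bt*, and −0.77 for *Hba-a1*. It was −0.12 for *Klf1* and 0.21 for *Epor*, and the median of the erythroid list was −0.22. With the term for Y-linked transcripts, the value was −0.37 for *Alas2*, 0.09 for *Hbb-bs*, 0.06 for *Hbb-bt*, and 0.46 for *Hba-a1*. Their standard errors ran from 0.26 to 0.47. The effects of the term on these genes were −1.14, −1.31, −1.18, and −1.24 in the same order. None of these values passed the threshold. Sex may therefore account for the lower expression of these genes too, and how large a part stays open. Fewer erythroid cells would lower *Hba-a2* and *Hba-a1* alike, whereas another allele of the globin genes carried with the deletion could change their ratio. Because reads of the near-identical copies can be assigned to either gene, these explanations cannot be told apart for *Hba-a2*.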

How the results depend on the processing

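The term for Y-linked transcripts, the offsets for GC content and length, the thinned counts, and the list tests of *Kdm6bΔ/+* against WT, *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT, and the interaction were chosen after the results were seen. The causes of the changes given here were not tested, apart from fits with fewer genes or fewer libraries, whose construction gives one.

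Upregulated genes in *Asxl1 Y588X*Tg against WT numbered 250, and 468 with DESeq2 on the groups compared, 621 with DESeq2 on all 4 genotypes, 430 with edgeR on all 4 genotypes, 591 without a filter, 145 at a mean count of at least 50, and 96 with the replicate block; RLE gave 251. The genes shared with the 250 numbered 250, 249, 246, 248, 144, and 94 in the first 6 of these fits. Downregulated genes numbered 5, and 17, 26, 16, and 28 in the first 4 of these fits, and 8 with the term for Y-linked transcripts. Across the 6 fits that each left out 1 library, upregulated genes numbered 108 (without *Asxl1 Y588X*Tg replicate 2) to 245 and downregulated genes 2 (without WT replicate 3 or *Asxl1 Y588X*Tg replicate 2) to 42 (without WT replicate 2).

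Downregulated genes in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg numbered 252, and 402 with DESeq2 on the groups compared, 150 with edgeR on all 4 genotypes, 667 without a filter, 134 at a mean count of at least 50, 58 with the replicate block, and 43 with the term for Y-linked transcripts; the genes shared with the 252 numbered 243, 117, 250, 134, 55, and 33. Upregulated genes numbered 23, and 53, 12, 145, 15, 13, and 5 in the same order, and 44 with DESeq2 on all 4 genotypes. Restored genes numbered 140, and 281 with DESeq2 on the groups compared, 250 with DESeq2 on all 4 genotypes, 394 without a filter, 80 at a mean count of at least 50, 26 with the replicate block, and 41 with the term for Y-linked transcripts. Their share was 56%, and 30.5% with edgeR on all 4 genotypes, 27.1% with the block, and 12.5% with the Y-linked term. With 1 library left out, downregulated genes numbered 49 (without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1) to 251, upregulated genes 7 (without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1) to 56 (without *Asxl1 Y588X*Tg replicate 1), and restored genes 33 (13.2%, without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1) to 145; the highest share was 64.9%.

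Genes called in *Kdm6bΔ/+* against WT numbered 15, and 39 with DESeq2 on the groups compared, 7 with edgeR on all 4 genotypes, 53 without a filter, and 6 with the Y-linked term, and 7 (without WT replicate 3) to 26 (without *Kdm6bΔ/+* replicate 2) with 1 library left out. Those in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT numbered 34, and 114 with DESeq2 on the groups compared, 96 on all 4 genotypes, 14 with edgeR on all 4 genotypes, 182 without a filter, 66 with the block, and 3 with the Y-linked term, and 14 (without WT replicate 3) to 50 (without WT replicate 2) with 1 library left out. Interaction genes numbered 2, and 65 with DESeq2, 258 without a filter, 1 with thinned counts, and 0 at a mean count of at least 50, with GC and length offsets, and with the Y-linked term, which had 749, 1055, and 1028 genes at an unadjusted p-value under 0.05; the range was 0 to 10 with 1 library left out.

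With camera's correlation estimated, the medians were unchanged and the adjusted p-values were 0.0599 for the HSC list (1.33), 0.120 for the LSC list (0.27), and 0.0653 for the PRC2 list (0.88) in *Asxl1 Y588X*Tg against WT, and 0.0846 (−1.08), 0.246 (−0.22), and 0.169 (−0.64) in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg. The HSC list lost its call in *Kdm6bΔ/+* against WT (−0.12; 0.352 with fry and 0.371 with the estimated correlation) and in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT (0.40; 0.301 and 0.371), and the interaction of the HSC list did so with the estimated correlation (−0.70; 0.0512). The PRC2 list passed in *Kdm6bΔ/+* against WT at a mean count of at least 50 (−0.16) and with the block (−0.22). It also passed in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT with the block (0.19), the Y-linked term (0.29), and thinned counts (0.23). Its interaction passed with RLE (−0.46), the block (−0.45), and thinned counts (−0.45), and was reversed at a mean count of at least 50 (0.055), where fewer genes of the list were left. The interaction of the LSC list passed with RLE (−0.17) and thinned counts (−0.19). At a mean count of at least 50, the median was 0.14 for the LSC list and 0.17 for the PRC2 list in *Asxl1 Y588X*Tg against WT, −0.27 for the PRC2 list in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg, and 0.23 for the HSC list in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT. Camera ran without the GC and length offsets, so only medians could change there. With 1 library left out, the LSC list ranged from 0.10 (without *Asxl1 Y588X*Tg replicate 1) to 0.32 in *Asxl1 Y588X*Tg against WT, from −0.32 to −0.13 (without *Asxl1 Y588X*Tg replicate 1) in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg, and from −0.31 (without WT replicate 3) to −0.13 for the interaction. The HSC list ranged from −0.23 to 0.028 in *Kdm6bΔ/+* against WT, reversed without WT replicate 3. The PRC2 list ranged from −0.22 to −0.10 (without WT replicate 3) in *Kdm6bΔ/+* against WT, from −0.00509 (reversed, without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 3) to 0.22 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT, and from −0.57 to −0.18 (without *Kdm6bΔ/+* replicate 2) for the interaction. It passed in *Kdm6bΔ/+* against WT without WT replicate 1 (adjusted p = 0.0241, camera). It also passed in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 2 (adjusted p = 0.00834, camera). Of the 12 fits, the interaction passed in 4 for the PRC2 list and in 3 for the LSC list.

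Among 739 values of named genes and PRC2 subunits under the alternatives, 4 were reversed, all of them near 0. The log2 fold change of *Kdm6b* in *Asxl1 Y588X*Tg against WT was −0.039 with GC and length offsets and ranged from −0.00219 (without WT replicate 3) to 0.17 with 1 library left out. That of *Kdm6a* ranged from −0.34 to 0.018 (without *Asxl1 Y588X*Tg replicate 2). With *Kdm6a* in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT, the value was 0.015 with the Y-linked term. Of the other values with all libraries, 407 kept their direction and side of the threshold, 47 no longer passed, and 1 newly passed; with 1 library left out, 229 kept them and 51 no longer passed. In simulated data 33.3% of genes changed 1.5-fold were called, but a call also needs a fitted fold above 1.5. The rate therefore does not tell how far the number of mice and the depth limit detection near that fold.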

Differences from the paper's values

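The paper reports 502 upregulated and 20 downregulated genes in *Asxl1 Y588X*Tg against WT cells, and the deposited counts gave 250 and 5. Of the alternatives set before the data were examined, those within 1.5 times the paper's counts were DESeq2 on the groups compared (468 and 17), DESeq2 on all 4 genotypes (621 and 26), edgeR on all 4 genotypes (430 and 16), and no filter (591 and 28). The other 9 were not: RLE scaling (251 and 5), a mean count of at least 50 (145 and 4), the replicate block (96 and 5), and the 6 fits that each left out 1 library (from 108 to 245 and from 2 to 42). The paper's methods name DESeq2 for pairwise comparisons.

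The paper counts 295 restored genes, and 140 were counted here; the shares of the upregulated genes were 58.8% in the paper and 56% here. DESeq2 on the groups compared (281), DESeq2 on all 4 genotypes (250), and no filter (394) came within 1.5 times the paper's count. The other 13 alternatives set before the data were examined did not, with edgeR on all 4 genotypes at 131, RLE at 138, a mean count of at least 50 at 80, the block at 26, and the 9 fits that left out 1 library from 33 to 145.

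The number of genes downregulated in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg was about 420 in the paper (Fig. 4B, read by eye) and 252 here. DESeq2 on the groups compared (402) and DESeq2 on all 4 genotypes (322) came within 1.5 times that value. The other 11 alternatives set before the data were examined did not, with edgeR on all 4 genotypes at 150, RLE at 243, no filter at 667, a mean count of at least 50 at 134, the block at 58, and the 6 fits that left out 1 library from 49 to 251.

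The paper describes the restored genes, and the HSC and LSC genes, as being at WT level in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells. Here the 250 upregulated genes had a median log2 fold change of 0.68 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT, and the 140 restored genes of 0.58, although 0 of the 250 were upregulated there and 106 were higher at an unadjusted p-value under 0.05. The HSC list had a median of 0.40 with camera. The LSC list had a median of 0.13 and did not differ from WT.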

Other observations

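The tests of explanations in this part and the tests of lists against WT in cells with the *Kdm6b* deletion were chosen after the results were seen, except the test of PRC2 genes under the expression filter against other genes under it. The comparisons of genotypes, the rule for named genes, RLE scaling, the fits that left out 1 library, and the splits of the libraries were not.

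Several technical explanations were tested for the 250 genes upregulated in *Asxl1 Y588X*Tg against WT. With counts thinned to the smallest library there were 260 such genes and with offsets for GC content and length 217. The term for Y-linked transcripts gave 329, fewer than the 430 without the term in the same fit of 4 genotypes. Of the 250 genes, 241, 214, and 239 were among the genes called under these settings, which argues against depth, GC content or length, and sex as the whole cause. The share of the 10 most abundant genes could shift the other genes by a log2 fold change of at most 0.039 between any of the WT and *Asxl1 Y588X*Tg libraries, against a median of 2.01 for the 250 genes, which argues against a few abundant genes as the cause. RLE scaling differed too little from TMM to test this. With the term for Y-linked transcripts, the median log2 fold change of the 250 genes in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg was −1.34, against −1.30 without the term in the same fit of 4 genotypes, so sex does not account for their fall. The median standard error rose from 0.30 to 0.36 with the term, which may be why fewer genes passed the threshold with it (43 downregulated genes, against 150 without it in the same fit).

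The same *Asxl1 Y588X*Tg libraries enter the comparison with WT and that with *Asxl1 Y588X*Tg *Kdm6bΔ/+*. In libraries simulated without restoration, the largest count of restored genes over 10 draws was 0, against 140 in the data, which argues against the shared libraries as the cause. Likewise, genes chosen as high against the 3 WT libraries could stay above them by chance. In libraries simulated at the WT means, the largest median log2 fold change of the upregulated genes against WT was 0.14, against 0.68 in the data. The simulated sets were larger than that of the data, with 699 to 757 upregulated genes, which limits this comparison. For the HSC list the simulated median was between −0.08 and 0.03. These values suggest that the expression of the upregulated genes in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells was between that in *Asxl1 Y588X*Tg and in WT cells.

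Every split of the 6 libraries of a comparison into 3 and 3 was also tested, and with 10 splits the share cannot fall below 10%. In *Asxl1 Y588X*Tg against WT, 1 of the 10 splits, the real one, gave as many upregulated genes, 1 as many downregulated genes, and 1 each a result as large for the HSC, LSC, and PRC2 lists. The same held in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against *Asxl1 Y588X*Tg, with 1 of 10, for upregulated genes, downregulated genes, the HSC list, and the PRC2 list, and 2 of 10 gave a result as large for the LSC list. In *Kdm6bΔ/+* against WT, 2 of the 10 splits gave as many genes, and the split of WT replicates 1 and 3 with *Kdm6bΔ/+* replicate 2 from the others gave 34 against 15 in the real one. A result as large was given by 4 of 10 for the HSC list, 5 of 10 for the LSC list, and 2 of 10 for the PRC2 list. In *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT, 2 of the 10 splits gave as many genes, and that of WT replicates 1 and 3 with *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 1 from the others gave 62 against 34. For the lists in the order used above the numbers were 2, 5, and 3 of 10. Of 100 splits of the libraries of WT, *Asxl1 Y588X*Tg, and *Asxl1 Y588X*Tg *Kdm6bΔ/+*, 1, the real one, gave as many restored genes, and the next largest count was 29.

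The lists were also tested against WT in cells with the *Kdm6b* deletion. In *Kdm6bΔ/+* against WT the median log2 fold change was −0.12 for the HSC list, with 36 of 50 genes lower (adjusted p = 0.0125 with camera and 0.352 with fry), −0.05 for the LSC list, and −0.18 for the PRC2 list, or −0.15 with genes at the count limit set to their bounds. The value of the HSC list was 0.03 without WT replicate 3. The PRC2 list had a median of 0.19 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT, with 16 of 30 genes higher (adjusted p = 0.0941, camera), and −0.00509 without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 3.

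In *Kdm6bΔ/+* against WT, 12 genes were upregulated and 3 downregulated, and 552 had an unadjusted p-value under 0.05. The groups were separated in 8.93% of all genes tested, where chance gives 10%. Among genes named by the rule, the log2 fold change was 2.35 for *Wdfy1* (standard error 0.20, adjusted p = 0.00113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.42 for *Lipg*, and 1.14 for *Nnt*, and −1.44 for *Hba-a2* and −0.66 for *H2-Ab1*. Of these genes, *Wdfy1* passed the threshold in all of the 6 fits that left out 1 library but that without WT replicate 1, and the others failed in at least 3. *Wdfy1* did not follow the deletion on the *Asxl1 Y588X*Tg background. Its normalized counts were 1029, 196, and 1010 in the *Asxl1 Y588X*Tg libraries and 1026, 1711, and 242 in those of *Asxl1 Y588X*Tg *Kdm6bΔ/+*. *Lipg* likewise had 1006, 204, and 914 in the *Asxl1 Y588X*Tg libraries, which lack the deletion. The number of genes called was 7 without WT replicate 3, 9 without *Kdm6bΔ/+* replicate 1, and 26 without *Kdm6bΔ/+* replicate 2. Between *Asxl1 Y588X*Tg *Kdm6bΔ/+* and WT cells, 23 genes were upregulated and 11 downregulated, 1075 had an unadjusted p-value under 0.05, and the groups were separated in 13.5% of genes, against 10% by chance. Among genes named by the rule, the log2 fold change of *Myl10* was −2.30, which failed the threshold in 4 of the 6 fits that left out 1 library. The number called was 14 without WT replicate 3 and 20 without *Asxl1 Y588X*Tg *Kdm6bΔ/+* replicate 3.

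The cell types among the LK cells may have differed between genotypes. Of the 50 genes of the HSC list, 48 were higher in *Asxl1 Y588X*Tg than in WT, which more HSCs among the LK cells could also give. By flow cytometry, the paper reports higher percentages of HSCs in *Asxl1 Y588X*Tg bone marrow, and lower ones after loss of 1 allele of *Kdm6b*. Those percentages are of bone marrow and not of the LK cells sequenced. Expression per cell and the share of HSCs cannot be told apart for the HSC list in bulk RNA. A lower share of the main LK cells would raise the markers of every other type alike, but the medians of the lists moved apart. The median log2 fold change in *Asxl1 Y588X*Tg against WT was −0.63 for the B cell list and 1.23 for the megakaryocyte list. The megakaryocyte list shares only 1 gene with the HSC list. With 1 library left out the medians of the B cell and megakaryocyte lists ranged from −1.34 to −0.36 and from 0.67 to 1.46. The medians were 0.47 for endothelial and stromal cells, 0.35 for T and NK cells, 0.13 for monocytes and macrophages, −0.08 for mast cells and basophils, −0.12 for neutrophils, −0.20 for erythroid cells, and −0.13 for the cell cycle list. In the fits that left out 1 library, the lists of T and NK cells (−0.33 to 0.75), monocytes and macrophages (−0.32 to 0.29), and mast cells and basophils (−0.15 to 0.14) changed sign. All genes of the lists were tested except 3 of the 11 of mast cells and basophils and 2 of the 15 of megakaryocytes, so LK cells or cells with them express most of these markers. Among abundant markers, *Ighm* had normalized counts of 9829 in WT, 12925 in *Kdm6bΔ/+*, 9047 in *Asxl1 Y588X*Tg, and 4463 in *Asxl1 Y588X*Tg *Kdm6bΔ/+*, *Vwf* 815, 535, 3723, and 1577, and *Kit* 6100, 6095, 6898, and 6103. In the same order *Igkc* had 9024, 15750, 11866, and 18380, and *Jchain* 1983, 3436, 1953, and 6084. Both were thus higher in *Asxl1 Y588X*Tg *Kdm6bΔ/+* than in WT, whereas *Ighm* was lower.

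Genes induced by interferon were lower in *Asxl1 Y588X*Tg *Kdm6bΔ/+* than in *Asxl1 Y588X*Tg, and the interferon list had a median log2 fold change of −1.34 and 16 of 18 genes lower. The unadjusted p-value was 5.66e-05 with camera and 0.106 with fry. Without *Asxl1 Y588X*Tg replicate 1 it was −0.72, so that library alone does not account for the direction. Against WT the median in *Asxl1 Y588X*Tg was 0.64, and 0.06 without *Asxl1 Y588X*Tg replicate 1. In *Kdm6bΔ/+* against WT it was 0.10 and in *Asxl1 Y588X*Tg *Kdm6bΔ/+* against WT −0.18. The injections of pI:pC induce interferon, but their time relative to the collection of the cells was not available here, and no biological explanation was tested.

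Of the 165 genes of the PRC2 list, 135 were under the expression filter, and 98 of these had at least 1 count. Their summed normalized counts were 89.4 ± 15.9 in WT, 109.5 ± 14.9 in *Kdm6bΔ/+*, 193 ± 57.1 in *Asxl1 Y588X*Tg, and 104 ± 35.8 in *Asxl1 Y588X*Tg *Kdm6bΔ/+* cells. The ratio of *Asxl1 Y588X*Tg to WT was 2.16, while it was 1.13 for the other genes under the filter, and the PRC2 genes stood at the 99.3 percentile of 10000 random lists of the same size. This argues against more stray reads on unexpressed genes. The exact permutation test of *Asxl1 Y588X*Tg against WT gave a two-sided p of 0.1, the smallest that 3 against 3 libraries allow. A rise of PRC2 targets below the filter in *Asxl1 Y588X*Tg cells is consistent with the rise of those above it, as a hypothesis.

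WT replicate 1 had at least 1 count on 18630 genes, against up to 25380 in the other libraries, although its 19208274 counts were the most among WT libraries. Leaving it out gave 245 upregulated genes in *Asxl1 Y588X*Tg against WT, of which 192 were among the 250.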
